# Cell microparticles loaded with tumor antigen and resiquimod reprogram tumor-associated macrophages and promote stem-like CD8^+^ T cells to boost anti-PD-1 therapy

**DOI:** 10.1038/s41467-023-41438-9

**Published:** 2023-09-13

**Authors:** Xiaoqiong Zhang, Zhaohan Wei, Tuying Yong, Shiyu Li, Nana Bie, Jianye Li, Xin Li, Haojie Liu, Hang Xu, Yuchen Yan, Bixiang Zhang, Xiaoping Chen, Xiangliang Yang, Lu Gan

**Keywords:** Drug delivery, Cancer immunotherapy, Tumour immunology, Nanotechnology in cancer

## Abstract

The durable response rate to immune checkpoint blockade such as anti-programmed cell death-1 (PD-1) antibody remains relatively low in hepatocellular carcinoma (HCC), mainly depending on an immunosuppressive microenvironment with limited number of CD8^+^ T cells, especially stem-like CD8^+^ T cells, in tumor tissues. Here we develop engineered microparticles (MPs) derived from alpha-fetoprotein (AFP)-overexpressing macrophages to load resiquimod (R848@M2pep-MPs_AFP_) for enhanced anti-PD-1 therapy in HCC. R848@M2pep-MPs_AFP_ target and reprogram immunosuppressive M2-like tumor-associated macrophages (TAMs) into M1-like phenotype. Meanwhile, R848@M2pep-MPs_AFP_-reprogrammed TAMs act as antigen-presenting cells, not only presenting AFP antigen to activate CD8^+^ T cell-mediated antitumor immunity, but also providing an intra-tumoral niche to maintain and differentiate stem-like CD8^+^ T cells. Combination immunotherapy with anti-PD-1 antibody generates strong antitumor immune memory and induces abundant stem-like CD8^+^ T cell proliferation and differentiation to terminally exhausted CD8^+^ T cells for long-term immune surveillance in orthotopic and autochthonous HCC preclinical models in male mice. We also show that the R848-loaded engineered MPs derived from macrophages overexpressing a model antigen ovalbumin (OVA) can improve anti-PD-1 therapy in melanoma B16-OVA tumor-bearing mice. Our work presents a facile and generic strategy for personalized cancer immunotherapy to boost anti-PD-1 therapy.

## Abstract (web summary)

Tumor associated macrophages (TAMs) contribute to the immunosuppressive tumor microenvironment, including hepatocellular carcinoma (HCC). Here the authors show that macrophage-derived microparticles modified with a M2-like macrophage targeting peptide and loaded with the TLR7/8 agonist resiquimod reprogram TAMs from immunosuppressive to inflammatory, promoting anti-tumor immune responses in preclinical HCC models.

## Introduction

Hepatocellular carcinoma (HCC) is the sixth most prevalent malignancy and the third leading cause of cancer-related death worldwide^1^. Recently, immune checkpoint blockade (ICB), including anti-programmed cell death-1 (PD-1) antibody has achieved remarkable clinical success in a variety of cancers^2–4^. However, the objective response rates of anti-PD-1 therapy with pembrolizumab or nivolumab in patients with advanced HCC reached only about 18.3% or 15%, respectively^5,6^. Hence, it is highly desirable to develop efficient strategies to improve the therapeutic efficacy of anti-PD-1 antibody in HCC.

Anti-PD-1 antibody exerts anticancer activity by blocking the binding of PD-1 on T cells to PD-L1 on tumor cells to reinvigorate T cell-mediated antitumor immunity^2^, whose clinical effectiveness is highly associated with tumor immunosuppressive microenvironment and the extent of CD8^+^ T cell infiltration into tumors^7,8^. Recent works have shown that in addition to the magnitude of CD8^+^ T cells, the quality of CD8^+^ T cells is also an important determinant of the therapeutic effect of anti-PD-1 antibody^9,10^. A subset of PD-1^+^ exhausted T cells referred to as stem-like CD8^+^ T cells or progenitor exhausted T cells that express transcription factor T cell factor 1 (TCF1, encoded by *Tcf7*) exhibit expansion, self-renewal, persistence and differentiation capacities^11,12^. These CD8^+^PD-1^+^TCF-1^+^ T cells expand and differentiate into terminally exhausted CD8^+^ T cells (CD8^+^PD-1^+^TCF-1^-^ T cells) with increased cytotoxicity but are short-lived in the tumor microenvironment in response to anti-PD-1 antibody treatment^9,13,14^. The presence of stem-like CD8^+^ T cells correlates with the clinical benefit of anti-PD-1 therapy, and cancer patients who have a higher percentage of stem-like CD8^+^ T cells experience a longer duration of response to anti-PD-1 antibody^14^. Stem-like CD8^+^ T cells preferentially reside in the regions of aggregations of major histocompatibility complex II (MHC II)^+^ cells in tumors^15^. These antigen-presenting cell (APC) dense regions serve as an intra-tumoral niche for stem-like CD8^+^ T cells, which sustain the terminally exhausted CD8^+^ T cells to exert antitumor immune responses^15^. Thus, improving tumor immunosuppressive microenvironment and simultaneously expanding the population of CD8^+^ T cells, especially stem-like CD8^+^ T cells with an APC niche in tumor tissues, might be a viable strategy for enhancing the response to anti-PD-1 antibody in HCC therapy.

Tumor-associated macrophages (TAMs) with an M2-like phenotype (M2-like TAMs), one of the most abundant tumor-infiltrating immune cells, act as the main drivers for HCC development and progression^16^. M2-like TAMs serve to maintain a strong immunosuppressive microenvironment by expressing inhibitory immune checkpoints (such as PD-L1, PD-L2, B7-H4 and VISTA) and secreting cytokines (such as transforming growth factor-β and IL-10) to inhibit CD8^+^ T cell recruitment and activation as well as increase regulatory T (Treg) cells^17–19^. However, TAMs are highly plastic and can acquire M1-like phenotype in response to tumor microenvironment changes or therapeutic interventions^19,20^. M1-like TAMs exert antitumor activity by secreting proinflammatory cytokines, such as tumor necrosis factor-α (TNF-α) and IL-12^21,22^. In addition, unlike M2-like TAMs which highly express lysosomal cysteine protease to impede antigen cross-presentation and prevent CD8^+^ T cell activation^23^, M1-like TAMs as professional APCs play important roles in the induction of antitumor immunity, thereby serving as a bridge linking innate and adaptive immunity^24,25^. Especially, recent work has shown that antigen presentation by TAMs as a key factor correlates with immune resistance. In the resistant tumors, TAMs remain inactive and do not exert antigen-presenting activity^26^. In view of the high abundance of TAMs in tumor tissues and the relevance between antigen presentation by TAMs and immune resistance, reprogramming M2-like TAMs toward M1-like phenotype to ameliorate tumor immunosuppressive microenvironment, present tumor antigen to activate CD8^+^ T cells and create an APC niche suitable for stem-like CD8^+^ T cells might be a promising strategy for boosting anti-PD-1 therapy in HCC.

Resiquimod (R848), a potent Toll-like receptor 7 and 8 (TLR7/8) agonist for skin lesion treatment^27^, shows antiviral and antitumor immune responses^28^. R848 was widely used to reprogram M2-like TAMs to M1-like phenotype via the TLR7 MyD88-dependent signaling pathway^28,29^. Meanwhile, R848 may function as an immune adjuvant by binding to TLR7/8 in APCs, resulting in the release of multiple immunomodulatory cytokines, such as IL-6, IL-12 and interferon α to activate APCs and T cells^30^. However, systemic R848 administration will induce cytokine release syndrome and systemic autoimmunity^31^. Thus, how to achieve the targeted delivery of R848 to M2-like TAMs for improved therapeutic effects remains crucial. Recently, Turco et al and Rodell et al constructed R848-loaded β-cyclodextrin nanoparticles (CDNP-R848) to reprogram M2-like TAMs to M1-like phenotype for improved tumor immunosuppressive microenvironment^32,33^, however, the long-term antitumor activity remains to be further improved. Cell microparticles (MPs), extracellular vesicles with a diameter of 100–1000 nm, are released from cells by direct budding from the plasma membrane^34–36^. Macrophage-derived MPs exhibit great potential as drug delivery vehicles due to their tumor-targeting ability, high biocompatibility and low immunogenicity^19,37,38^. Alpha-fetoprotein (AFP), an oncofetal antigen and liver cancer marker overexpressed in the majority of human HCC^39^, has been used as HCC vaccine antigen^40,41^. In this work, AFP-overexpressing macrophage-derived MPs (MPs_AFP_) which are modified with M2 macrophage-targeting peptide (M2pep), preferentially binding to M2-like macrophages than other leukocytes^42,43^, are used to load R848 (R848@M2pep-MPs_AFP_, Fig. 1a). R848@M2pep-MPs_AFP_ efficiently target and reprogram M2-like TAMs into M1-like phenotype to ameliorate tumor immunosuppressive microenvironment. Importantly, R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs process and present AFP antigen to CD8^+^ T cells with R848 as the immune adjuvant, resulting in promoted CD8^+^ T cell proliferation and activation as well as enhanced stem-like CD8^+^ T cells in tumor tissues. Meanwhile, R848@M2pep-MPs_AFP_- reprogrammed M2-like TAMs can provide an intra-tumoral niche to maintain and differentiate stem-like CD8^+^ T cells. In combination of these characteristics, R848@M2pep-MPs_AFP_ efficiently boost anti-PD-1 therapy in HCC, generating antitumor immune memory and inducing stronger stem-like CD8^+^ T cell proliferation and differentiation to achieve a long-term immune surveillance (Fig. 1b). Moreover, the constructed nanocomposites can realize personalized cancer immunotherapy in combination with anti-PD-1 antibody by integrating tumor-specific antigen to macrophage-derived MPs in addition to HCC therapy.

**Fig. 1:**
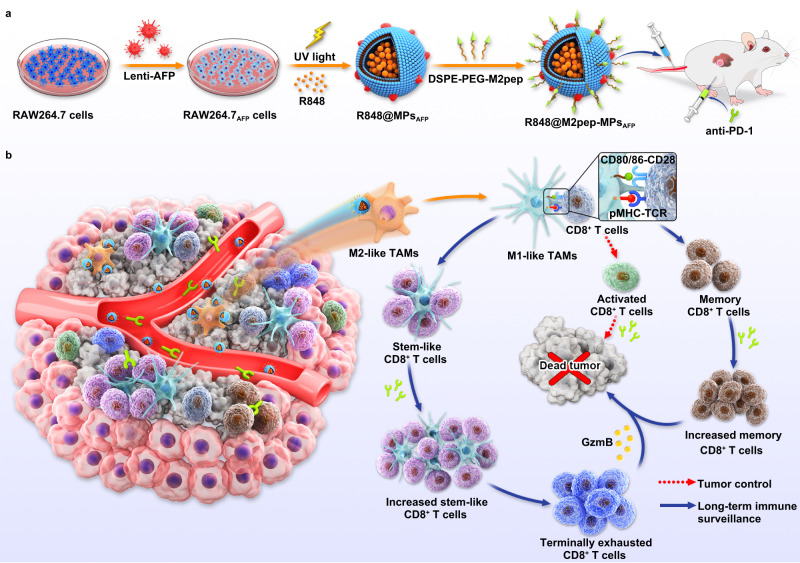
Schematic of R848@M2pep-MPs_AFP_ as an efficient therapeutic strategy to potentiate anti-PD-1 antibody therapy in HCC. **a** Schematic illustration of the preparation of R848@M2pep-MPs_AFP_. R848@M2pep-MPs_AFP_ were obtained by loading R848 to M2pep-conjugated MPs derived from AFP-overexpressing RAW264.7 cells by lentivirus transduction. **b** Schematic illustration of R848@M2pep-MPs_AFP_ to boost anti-PD-1 antibody therapy in HCC. R848@M2pep-MPs_AFP_ targeted and reprogrammed M2-like TAMs into M1-like phenotype, followed by presenting AFP antigen to activate antigen-specific CD8^+^ T cell for tumor control and promote stem-like CD8^+^ T cell proliferation and differentiation. Combination with anti-PD-1 antibody generated strong antitumor immune memory and induced abundant stem-like CD8^+^ T cell proliferation and differentiation to terminally exhausted CD8^+^ T cells for long-term immune surveillance.

## Results

### Responsiveness of HCC to anti-PD-1 antibody is associated with TAMs and CD8^+^ T cells

Tumor microenvironment profoundly affects the therapeutic efficacy of ICB^8^. 

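Tumors of 9 mice were sequenced, from 3 PBS-treated mice, 3 anti-PD-1 antibody-nonresponsive mice and 3 anti-PD-1 antibody-responsive mice. They were grown in the liver from Hepa1-6 cells, a mouse hepatoma line. PBS or antibody was injected from day 10 to day 26 and tumors were collected on day 27, with the surrounding tissue removed. The methods state that the largest antibody-treated tumors were taken as nonresponsive and the smallest as responsive. For each tumor the authors deposited the FPKM (fragments mapped to a gene, scaled by transcript length and by all mapped fragments) of every gene, as estimated by Cufflinks from transcripts assembled in that tumor. They also deposited 1 table of Cuffdiff comparisons between the 3 groups, called the authors' deposited table. The number of sequenced fragments is in none of these files, so the depth behind a value is unknown. The fragments implied by the deposited confidence intervals put the depth of the 9 tumors between 0.939 and 1.07 times that of PBS tumor 1. The median was 0.947 in nonresponsive and 1.04 in responsive tumors. Entries that name no gene took between 19.2% and 81.5% of the summed FPKM of a tumor. This share was 70.4% to 73.2% in nonresponsive and 21.0% to 55.1% in responsive tumors, without overlap, and the entries that name genes summed to 651110 to 716227 and 765576 to 814452. A difference in how FPKM are scaled between these groups is therefore not excluded. The median log2 fold change of all loci compared was −0.067, and −0.029 with upper-quartile scaling. Neighboring genes were merged into 1 entry in some tumors and not in others. They were joined into 1 locus in all tumors, and 2596 of the 48259 loci hold more than 1 gene. A gene is therefore given by its symbol alone, since its identifier and its bounds changed between tumors and the files do not name the genome build. Genes listed at an FPKM of 0 can be missing estimates. For genes listed at 0 in a tumor of a group printed here, the value of each tumor of that group is given. FPKM values were compared as log2(FPKM + 1) with limma, over loci with an FPKM of at least 1 in at least 3 of the 6 tumors compared. A fold change on this scale understates the change of genes with a low FPKM. The smallest p-value that an exact permutation test can give for 3 tumors against 3 is 0.1, two-sided, so this test cannot pass 0.05.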

In view of the fact that inbred mouse strains bearing monoclonal cancer cell line-derived tumors respond in a dichotomous manner to ICB^44–46^, to gain insight into the mechanisms of ICB resistance in HCC, orthotopic Hepa1-6 tumor-bearing mice were intraperitoneally injected with PBS or anti-PD-1 antibody every four days for five times (Supplementary Fig. 1a) and then the tumors from the PBS-treated mice, anti-PD-1 antibody-responsive and nonresponsive mice which were selected according to tumor weight after treatment relative to PBS-treated group (Supplementary Fig. 1b, c) were used for analyzing the difference in gene expression using bulk RNA sequencing (RNA-seq). 

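Gene lists for the terms named in Fig. 2b and c, and for cell types, were written from general knowledge of gene function, since no GO annotation was at hand. The 29 lists were tested with limma's camera (preset correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over all lists. The value of a list is the median log2 fold change of its genes in responsive over nonresponsive tumors. The median of the innate immune response list was −0.34 (camera, adjusted p = 6.04e-06), and 3 of its 45 genes had a higher mean log2 value in responsive tumors. In a fit of all 9 tumors with the mean of the hepatocyte genes of each tumor as a covariate, the setting that moved this list most, its median was −0.89. Without nonresponsive tumor 1 the list was not called (−0.25), and without nonresponsive tumor 3 its median was −0.64. The phagocytosis list had a median of −0.34 (camera, adjusted p = 0.00542), with 7 of 37 genes higher. Without nonresponsive tumor 1 its median was −0.056 and it was not called, the call was also lost without responsive tumor 2 or nonresponsive tumor 2, and the median was −0.67 without nonresponsive tumor 3. For the response to bacterium and virus the median was −0.34 (camera, adjusted p = 0.00365), with 11 of 47 genes higher. Without nonresponsive tumor 1 it was −0.13 and not called, and the call was also lost without responsive tumor 2. No gene of these lists had an adjusted p-value under 0.05 in limma's test, either over all genes or adjusted over the list alone. Among all 29 lists camera called 13 higher and 5 lower. The rotation test fry, which estimates the correlation between genes, called 0 of them, with a smallest adjusted p-value of 0.481. Of lists for the immune response outside macrophages, complement had a median of 0.70 (camera, adjusted p = 2.40e-06) and B cell receptor signaling of 0.98 (camera, adjusted p = 8.64e-13). With the hepatocyte covariate complement was at −0.42, so its rise cannot be told apart from that of the hepatocyte genes (median 1.35). Leaving out nonresponsive tumor 1 put complement at 1.13. Without responsive tumor 3 B cell receptor signaling was at 0.65, and with a Reactome set in place of the written list it was at −0.10. Immunoglobulin genes, whose near-identical copies can share reads, had a median of 0.48 (camera, adjusted p = 0.00934), which was −0.23 without responsive tumor 3, 1.44 without responsive tumor 2 and −1.83 with the covariate. Of the most highly expressed genes of the first 3 lists, Lyz2, whose locus also holds Lyz1, had an FPKM of 3569.5 ± 2782 (SD, n = 3) in responsive and 3586 ± 1744 (SD, n = 3) in nonresponsive tumors, and its log2 fold change of −0.13 turned positive without responsive tumor 2 (0.31). Tyrobp was at 482 ± 237 and 608 ± 284, with a log2 fold change of −0.34 that went to 0.0042 without the same tumor, and the locus of Fcgr3 and Fcgr2b at 275 ± 116 and 375 ± 127. Ifitm3, joined with Ifitm2, Ifitm5 and Gm45717, was at 1411 ± 117 and 1622 ± 146, and Slpi, joined with Mir7678, at 2012 ± 1560.3 and 926 ± 665. At Ifitm3 all 3 responsive tumors lay under the nonresponsive ones, and the other 4 loci differed by less than the larger SD. Their unadjusted p-values in limma's test lay between 0.304 and 0.857.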

Gene Ontology (GO) term enrichment analysis showed that the expressions of some genes involved in phagocytosis, innate immune response, defense response to bacterium and immune response were significantly elevated in the anti-PD-1 antibody-responsive tumors compared with anti-PD-1 antibody-nonresponsive tumors (Fig. 2a, b). Since macrophages are effector cells of the innate immune system that phagocytose bacteria and other harmful micro-organisms^47^, GO enrichment analysis also confirmed that the expressions of genes associated with macrophage functions including inflammatory response, macrophage activation and chemotaxis, and pathogen response were significantly higher in the anti-PD-1 antibody-responsive tumors than those in anti-PD-1 antibody-nonresponsive tumors (Fig. 2c), suggesting that TAMs in the anti-PD-1 antibody-responsive mice might exhibit a stronger activation function. 

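The inflammatory response list had a median log2 fold change of −0.24 in responsive over nonresponsive tumors (camera, adjusted p = 0.164), and 20 of its 50 genes were higher in responsive tumors. Single tumors decided its direction, since the median was 0.22 without responsive tumor 2 and 0.20 without nonresponsive tumor 1, where it was not called, while it was called lower without responsive tumor 1 (−0.39), responsive tumor 3 (−0.35) or nonresponsive tumor 3 (−0.53). The macrophage activation and chemotaxis list had a median of −0.26 (camera, adjusted p = 0.0913), with 9 of 36 genes higher, and it was called lower without responsive tumor 1, responsive tumor 3 or nonresponsive tumor 3 (−0.58). Without nonresponsive tumor 1 its median was −0.048. Genes expressed by macrophages in general had a median of −0.34 (camera, adjusted p = 0.0151), with 1 of 15 higher, and this call was lost without responsive tumor 2 (−0.10), nonresponsive tumor 1 (−0.18) or nonresponsive tumor 2 (−0.31), while without responsive tumor 1 the median was −0.71. Lists of M1-like and M2-like macrophage genes had medians of −0.37 and −0.35 (camera, adjusted p = 0.148 and 0.0913). Leaving out 1 tumor, they went from −0.54 (without responsive tumor 3) to −0.085 (without nonresponsive tumor 1) and from −0.59 (without nonresponsive tumor 3) to −0.23 (without nonresponsive tumor 1), and both were called lower without responsive tumor 1, responsive tumor 3 or nonresponsive tumor 3. No gene of these 5 lists passed an adjusted p-value of 0.05 in limma's test, over all genes or adjusted over the list alone. The mean of the general macrophage list on the log2(FPKM + 1) scale was 7.24 ± 0.620 (SD, n = 3) in responsive, 7.66 ± 0.624 (SD, n = 3) in nonresponsive and 6.73 ± 0.677 (SD, n = 3) in PBS tumors. The difference between responsive and nonresponsive tumors was smaller than the spread within each group (exact permutation test, two-sided, p = 0.500). Of the most highly expressed genes of these lists, Il1b had an FPKM of 383 ± 263 and 529.9 ± 482 in responsive and nonresponsive tumors, the joined Cxcl1, Cxcl2 and Cxcl3 583 ± 399.7 and 592 ± 568, and the joined Ccl6 and Ccl9 455 ± 122 and 490.1 ± 277. These 3 loci, Ctss and Mif changed direction when single tumors were left out. Ctss was at 825 ± 338 and 943 ± 368, the joined C1qb and C1qc at 729.5 ± 156 and 834 ± 159, and Mif at 569 ± 94.0 and 609.6 ± 110.4. Clu was the exception, at 814 ± 129.7 against 453 ± 148, with a log2 fold change of 0.88 (standard error 0.311, exact permutation test, two-sided, p = 0.100, limma p = 0.0289, adjusted p = 0.835) and no overlap between the groups. The fold change of Clu went from 0.34 to 1.13 over the settings run. Whole tumors do not show which cells its RNA came from.

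**Figure D1:**
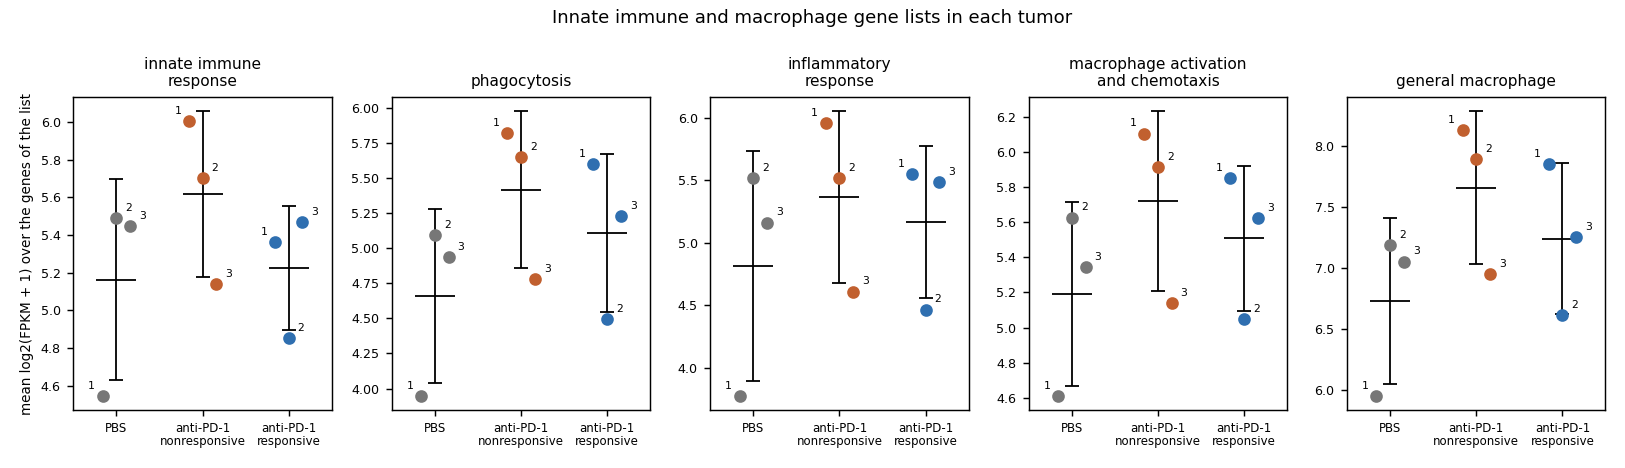
Mean log2(FPKM + 1) over the genes of 5 lists (y axis) in each of the 9 tumors, by group (x axis). Points are tumors with their replicate number, and the horizontal lines and bars are the mean and SD of 3 tumors. Nonresponsive tumor 1 has the highest value in the general macrophage list (8.13) and PBS tumor 1 the lowest (5.95).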

TAMs were more abundant than dendritic cells (DCs) in tumor tissues (Supplementary Fig. 2). Similar to DCs, macrophages are also crucial components of adaptive immune systems by presenting antigens to T cells^24,25^. In contrast to anti-PD-1 antibody-nonresponsive tumors, the expression of genes related to antigen presentation, T cell activation and T cell-mediated immunity was significantly enhanced in the anti-PD-1 antibody-responsive tumors (Fig. 2c). These results indicated that the activation and antigen presentation of TAMs as well as the immune response of T cells may be closely related to the responsiveness of HCC to anti-PD-1 antibody.

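The antigen presentation list had a median log2 fold change of −0.075 (camera, adjusted p = 0.934), with 11 of 33 genes higher in responsive tumors, and its direction changed without responsive tumor 1 (0.050) or nonresponsive tumor 1 (0.032). The T cell activation and costimulation list was higher in responsive tumors, with a median of 0.19 (camera, adjusted p = 1.07e-04) and 36 of 46 genes higher. Of these genes 6 had an unadjusted p-value under 0.05 in limma's test, and 0 passed when adjusted over the list alone. The call was lost without nonresponsive tumor 3 (0.11) and under the one-sided hypergeometric test (adjusted p = 0.0518), and the direction changed with the hepatocyte covariate (−0.16). The T cell-mediated immunity list had a median of 0.087 (camera, adjusted p = 0.265), with 19 of 33 genes higher. Its median was 0.30 without responsive tumor 1, where it was called higher, −0.087 without responsive tumor 3, and −0.046 after rescaling without the liver genes. Camera called cell type lists of lymphocytes and dendritic cells higher in responsive tumors. The T cell list had a median of 0.43 (camera, adjusted p = 3.51e-08), with 17 of 17 genes higher, and was not called with the hepatocyte covariate (0.11). The dendritic cell list had a median of 0.19 (camera, adjusted p = 0.00934), which fell to 0.035 without nonresponsive tumor 3, where it was not called, to 0.059 without responsive tumor 3 and to −0.10 with the hepatocyte covariate, and the call was lost in 4 of 20 alternatives besides this change of direction. The mean of the T cell list on the log2(FPKM + 1) scale was 4.06 ± 0.224 (SD, n = 3) in responsive and 3.61 ± 0.136 (SD, n = 3) in nonresponsive tumors, without overlap (exact permutation test, two-sided, p = 0.100, the smallest it can give).

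**Figure D2:**
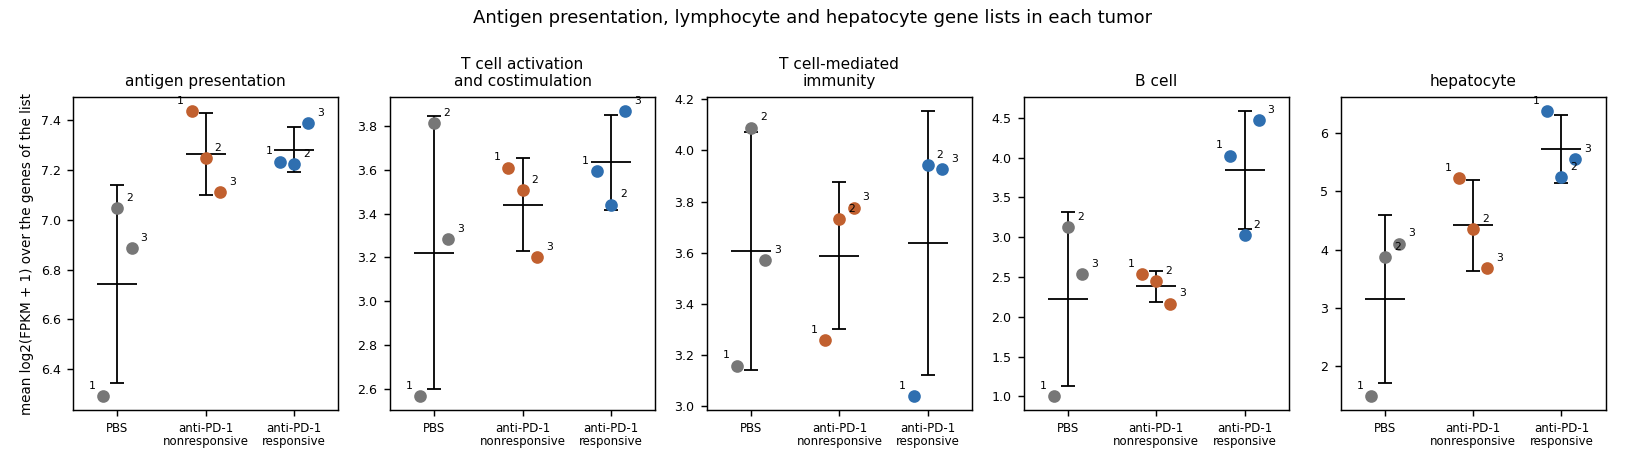
Mean log2(FPKM + 1) over the genes of 5 lists (y axis) in each of the 9 tumors, by group (x axis), with points for tumors, their replicate number beside them, and lines and bars for the mean and SD of 3 tumors. In the B cell list the responsive tumors lie between 3.02 and 4.47 and the nonresponsive tumors between 2.17 and 2.53.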

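The most highly expressed genes of the antigen presentation list were B2m, joined with Trim69, at an FPKM of 4211 ± 942 (SD, n = 3) in responsive and 5006 ± 987 (SD, n = 3) in nonresponsive tumors, H2-K1, joined with H2-K2 and Rps18, at 4230.2 ± 1535 and 3505 ± 583, and Cd74, joined with Mir5107, at 2576 ± 589.9 and 2713 ± 171. Of the major histocompatibility complex class II genes, H2-Aa, joined with Gm20513, was at 875 ± 175 and 938 ± 164. H2-Ab1 and H2-Eb1, which share a locus, were at 1942 ± 233 and 2065 ± 463. None of these 5 loci differed by more than the larger SD, and all but B2m changed direction when a single tumor was left out, with unadjusted p-values from 0.526 to 0.821 in limma's test. Among T cell genes, Cd44 was at 85.2 ± 22.1 and 106 ± 10.8, Ptprc at 71.0 ± 29.6 and 79.9 ± 28.0, Tnfrsf4, joined with Sdf4, at 109 ± 2.60 and 101 ± 8.43, Ccl5, joined with Heatr9, at 384 ± 102 and 319 ± 19.7, and Lag3, joined with Ptms, at 611 ± 200.2 and 505 ± 6.68. Their unadjusted p-values lay between 0.223 and 0.665 in the same test, and the directions of Ptprc and the Lag3 locus changed when a single tumor was left out. The joined values do not show H2-K1, Tnfrsf4 or Lag3 alone, and their rank by FPKM can come from the genes joined with them. In the authors' deposited table the log2 fold changes of these 3 genes alone were 0.23, 0.13 and 0.27 (Cuffdiff, p = 0.629, 0.755 and 0.459). From the enriched terms of Fig. 2b and c, the paper proposes that TAM activation, antigen presentation by TAMs and T cell immunity bear on whether HCC responds to the antibody.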

**Fig. 2:**
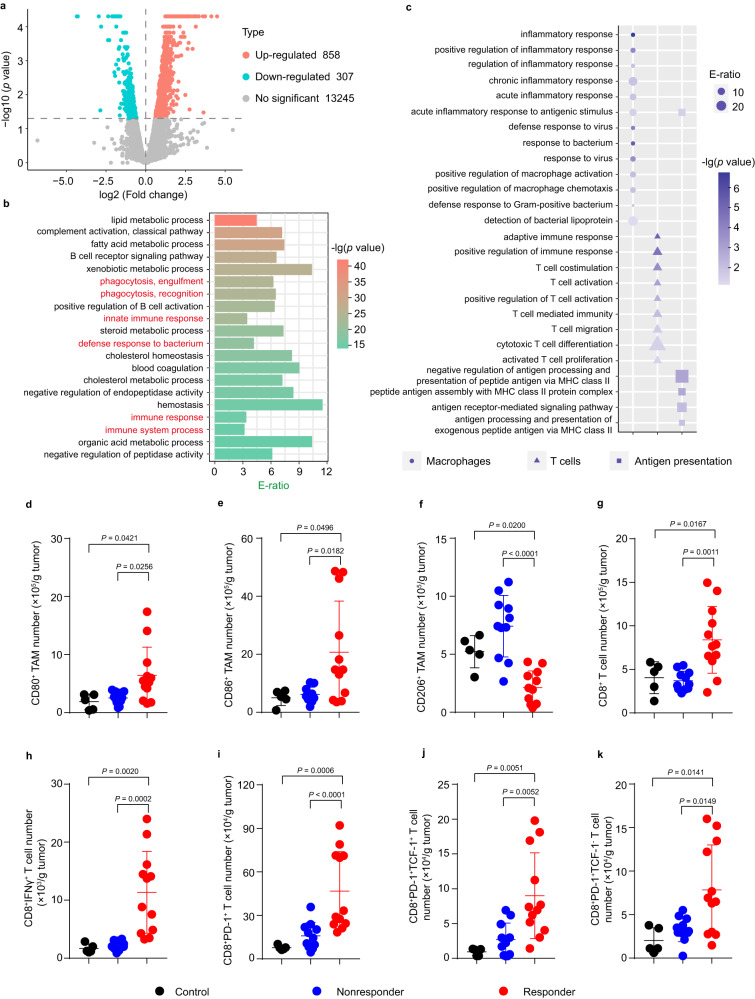
Relationship between the sensitivity of anti-PD-1 antibody therapy and tumor microenvironment. **a** Volcano plots showing differential gene expression in the tumor tissues of anti-PD-1 antibody-responsive and nonresponsive mice. (*n* = 3 mice per group; two-tailed Student’s *t*-test for comparison using Cuffdiff in the Cufflinks package). **b** Top 20 enrichment ratios (E-ratio) in GO term enrichment analysis of differentially expressed genes in tumor tissues of anti-PD-1 antibody-responsive and nonresponsive mice. (n = 3 mice per group; one-sided hypergeometric test). **c** GO enrichment analysis of the differentially expressed genes associated with macrophages, T cells and antigen presentation pathways in tumor tissues of anti-PD-1 antibody-responsive and nonresponsive mice. (*n* = 3 mice per group; one-sided hypergeometric test). **d**–**k** The numbers of CD80^+^ TAMs (**d**), CD86^+^ TAMs (**e**), CD206^+^ TAMs (**f**), CD8^+^ T (**g**), CD8^+^IFNγ^+^ T (**h**), CD8^+^PD-1^+^ T (**i**), CD8^+^PD-1^+^TCF-1^+^ T (**j**), and CD8^+^PD-1^+^TCF-1^-^ T (**k**) cells in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice after intraperitoneal injection of PBS or anti-PD-1 antibody at the dosage of 5 mg kg^−1^ every four days for 5 times indicated in Supplementary Fig. 1a. Data are presented as means ± s.d. (*n* = 5 mice for control group, *n* = 11 mice for anti-PD-1 nonresponsive group, *n* = 12 mice for anti-PD-1 responsive group; one-way ANOVA followed by Tukey’s HSD post-hoc test). Source data are provided as a Source Data file.

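Of 12716 loci compared between 3 responsive and 3 nonresponsive tumors, 754 had an unadjusted p-value under 0.05 in limma's test, of which 555 were higher and 199 lower in responsive tumors. Chance alone gives 636 loci at this threshold. The values of the groups did not overlap at 1332 loci, or 10.5%, and chance gives 10%. Of the 754 loci 73.6% were higher, but this share was 44.6% without nonresponsive tumor 3, 55.9% without responsive tumor 1 and 54.3% with an ordinary Student test. A fit of all 9 tumors gave 767 loci, 57.2% of them higher. The same fit with the hepatocyte covariate gave 1429 loci, the largest number of any setting, 26.6% of them higher. Leaving out single tumors gave from 305 loci, without nonresponsive tumor 2, to 1428, without nonresponsive tumor 1. With Benjamini-Hochberg adjustment, 8 loci passed 0.05, 7 higher and 1 lower, with a smallest adjusted p-value of 0.00537. All 8 were listed at 0 in every tumor of 1 group. The largest increases among genes that passed were those of Gm10401, Tmed1, Gm43579, Rps6kb2 and Pdzk1, listed at 0 in the 3 nonresponsive tumors. In responsive tumors 1 to 3 Gm10401 had an FPKM of 23.9, 31.1 and 20.4, Tmed1 of 19.0, 11.4 and 16.9, Gm43579 of 10.9, 18.1 and 10.4, Rps6kb2 of 11.3, 11.4 and 13.6, and Pdzk1 of 11.5, 5.82 and 9.87. Tmed1 and Pdzk1 were also listed at 0 in the 3 PBS tumors. The largest decreases among genes with an unadjusted p-value under 0.05 and no overlap were those of Ighv1-49, Ighv1-56, B230377A18Rik, Ccdc127 and Mylpf. Ighv1-49 had an FPKM of 51.2, 239 and 134 in nonresponsive and 16.6, 1.35 and 3.43 in responsive tumors, and it differed by a log2 fold change of −4.39 (standard error 0.871, exact permutation test, two-sided, p = 0.100, limma p = 0.00210, adjusted p = 0.827). Ighv1-56 had 408, 23.7 and 4.45 against 0.574, 0 and 2.86, and both immunoglobulin genes have near-identical copies. B230377A18Rik had 6.08, 9.72 and 15.7 in nonresponsive tumors and was listed at 0 in the responsive ones. Ccdc127 had 17.3, 5.45 and 27.6 against 0, 0 and 3.35, and the muscle gene Mylpf 16.1, 3.62 and 89.0 against 2.26, 0 and 2.91. The authors' deposited table tested 16120 entries for this comparison and gave 955 higher and 388 lower at p under 0.05, of which 332 and 70 had a q-value under 0.05. Over the 10235 genes named alone in both tables the fold changes of the authors' deposited table and those of limma had a Pearson correlation of 0.782 and a Spearman correlation of 0.845, across genes, which are not independent replicates. Limma called 631 of them and the authors' deposited table 865 at p under 0.05, with 388 in both, all 388 in the same direction. Both were run on the same 6 tumors, so such calls are not independent of each other. Of the decreases named above, the authors' deposited table called Ighv1-49 and Mylpf at p under 0.05. It did not call Ighv1-56, B230377A18Rik or Ccdc127. Its log2 fold changes for these were −6.82, −1.07 and −0.058, where limma gave −4.38, −3.44 and −3.20. Nor did it call the named increases Gm10401, Tmed1, Gm43579, Rps6kb2 and Pdzk1.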

To further demonstrate the relationship between the responsiveness to anti-PD-1 antibody and TAMs or CD8^+^ T cells in orthotopic Hepa1-6 tumor-bearing mice, the numbers of immune cells in tumors of PBS- or anti-PD-1 antibody-treated mice were detected by flow cytometry. Significantly more CD80^+^ TAMs (Fig. 2d) and CD86^+^ TAMs (Fig. 2e), while less CD206^+^ TAMs (Fig. 2f) were detected in anti-PD-1-responsive mice compared with PBS-treated and anti-PD1-nonresponsive mice. Moreover, the numbers of CD8^+^ T cells (Fig. 2g) and CD8^+^IFNγ^+^ cells (Fig. 2h) were much higher in the anti-PD-1 antibody-responsive mice compared with other groups. Besides the number of tumor-infiltrating CD8^+^ T cells, the composition of the tumor-infiltrating CD8^+^ T cells can be an important determinant to respond to ICB^12^. Stem-like T cells having expansion, regeneration, and differentiation capacities remain responsive to ICB by acting as a precursor to generate terminally exhausted T cells with increased cytotoxicity^11,12^. Consistently, the numbers of PD-1^+^ exhausted CD8^+^ T cells (CD8^+^PD-1^+^ T cells, Fig. 2i), stem-like CD8^+^ T cells (CD8^+^PD-1^+^TCF-1^+^ T cell, Fig. 2j) and terminally exhausted CD8^+^ T cells (CD8^+^PD-1^+^TCF-1^-^ T cells, Fig. 2k) in tumor tissues were the highest in anti-PD-1-responsive mice compared with other groups. These results further confirmed that the responsiveness of HCC to anti-PD-1 therapy was associated with the status of TAMs and CD8^+^ T cells, suggesting that reprogramming of TAMs to enhance CD8^+^ T cell function might improve the sensitivity of HCC to anti-PD-1 antibody.

### Preparation and characterization of R848@M2pep-MPs_AFP_

To construct engineered MPs derived from murine RAW264.7 macrophages for reprogramming TAMs, RAW264.7 cells were first infected with a lentivirus expressing murine AFP gene, an extensively used antigen marker for the diagnosis and treatment of HCC^39,41^, to obtain AFP-overexpressing macrophages (denoted as RAW264.7_AFP_ cells). RAW264.7 and RAW264.7_AFP_ cells were irradiated with ultraviolet for 1 h, and then treated with R848 (0.2 mg mL^−1^) for obtaining R848-packaging MPs and MPs_AFP_ (denoted as R848@MPs and R848@MPs_AFP_, respectively). The overexpression of AFP in RAW264.7_AFP_ cells (Supplementary Fig. 3a) and MPs_AFP_ (Supplementary Fig. 3b) was verified by western blotting. AFP overexpression significantly increased the ratio of CD80^+^ (Supplementary Fig. 4a), CD86^+^ (Supplementary Fig. 4b) and MHC II^+^ macrophages (Supplementary Fig. 4c), suggesting that AFP overexpression efficiently promoted macrophage maturation. Consistently, the expression of CD80 (Supplementary Fig. 4d), CD86 (Supplementary Fig. 4e) and MHC II (Supplementary Fig. 4f) was significantly enhanced in MPs_AFP_. It has been reported that M2pep (CYEQDPWGVKWWYK) possesses a high affinity for M2-like TAMs^42,43,48^. To achieve M2-like TAM targeting, R848@MPs and R848@MPs_AFP_ were incubated with DSPE-PEG-M2pep to obtain M2pep-modified R848@MPs and R848@MPs_AFP_ (denoted as R848@M2pep-MPs and R848@M2pep-MPs_AFP_, respectively). Confocal microscopic analysis clearly showed the colocalization of FITC-labeled M2pep and PKH26-labeled MPs (Supplementary Fig. 5), confirming that M2pep was successfully modified on MPs. Compared with MPs_AFP_ modified with mannose targeted to mannose receptor CD206/MRC1 highly expressed in M2-like macrophages (Man-MPs_AFP_)^19^, M2pep-MPs_AFP_ showed a stronger targeting capacity to M2-like macrophages (Supplementary Fig. 6). High-performance liquid chromatography (HPLC) analysis indicated that the R848 loading capacity for R848@M2pep-MPs_AFP_ was about 0.035 μg of R848 per μg protein. Dynamic light scattering (DLS) analysis revealed that R848@M2pep-MPs_AFP_ had a size of 352.9 nm (Fig. 3a) and zeta potential of -18.3 mV (Fig. 3b), similarly to R848@MPs, R848@MPs_AFP_ and R848@M2pep-MPs. Atomic force microscopy (AFM) showed that R848@M2pep-MPs_AFP_ were monodisperse and irregularly spherical (Fig. 3c). Moreover, R848@M2pep-MPs and R848@M2pep-MPs_AFP_ exhibited a pH-responsive sustained drug release (Supplementary Fig. 7). The size and zeta potential of R848@M2pep-MPs_AFP_ did not display obvious changes in phosphate-buffered saline (PBS) with or without 10% fetal bovine serum (FBS) after 7 days (Supplementary Fig. 8), indicating that R848@M2pep-MPs_AFP_ were relatively stable.

**Fig. 3:**
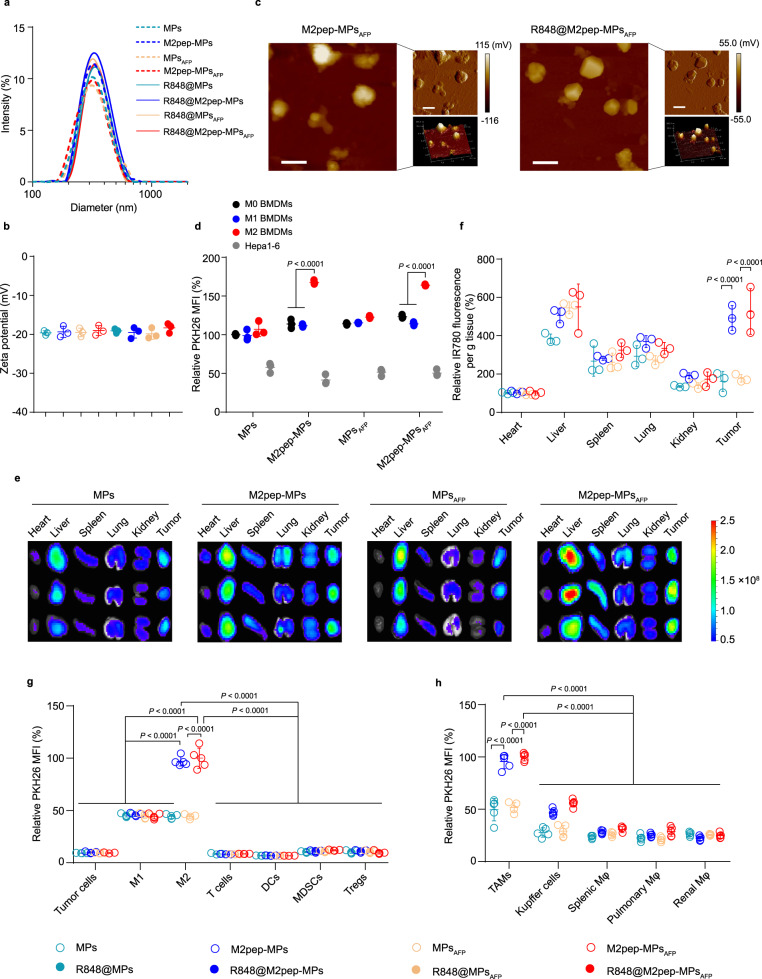
Characterization and M2-like TAM targeting of R848@M2pep-MPs_AFP_. **a,** **b** Hydrodynamic diameters (**a**) and zeta potentials (**b**) of MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ and R848@M2pep-MPs_AFP_ by DLS analysis. Data are presented as means ± sd (*n* = 3 independent samples). **c** Representative AFM height images (left), amplitude images (upper right) and three-dimensional morphology (lower right) of M2pep-MPs_AFP_ and R848@M2pep-MPs_AFP_. Scale bars: 400 nm. Images are representative of three independent samples. **d** Relative PKH26 mean fluorescence intensity (MFI) in BMDMs (M0 BMDMs), LPS- and IFNγ-stimulated BMDMs (M1-like BMDMs), IL-4-stimulated BMDMs (M2-like BMDMs) and Hepa1-6 cells after treatment with PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the concentration of 10 µg protein mL^−1^ for 4 h by flow cytometry. Data are presented as means ± sd (*n* = 3 biological independent samples; one-way ANOVA followed by Tukey’s HSD post-hoc test). **e**, **f** Ex vivo imaging (**e**) and relative fluorescence intensity (**f**) of IR780 in major organs and tumors of orthotopic Hepa1-6 tumor-bearing mice at 24 h after intravenous injection of IR780-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the dosage of 15 mg protein kg^−1^. Data are presented as means ± s.d. for (**f**). (*n* = 3 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **g** Relative PKH26 MFI in tumor cells (CD45^-^ cells), M1-like TAMs (CD11b^+^F4/80^+^CD80^+^ cells), M2-like TAMs (CD11b^+^F4/80^+^CD206^+^ cells), T cells (CD45^+^CD3^+^ cells), DCs (CD45^+^F4/80^-^CD11c^+^ cells), MDSCs (CD45^+^CD11b^+^Gr1^+^ cells) and Tregs (CD45^+^CD3^+^CD4^+^CD25^+^FoxP3^+^ cells) in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice at 24 h after intravenous injection of PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the dosage of 15 mg protein kg^−1^. Data are presented as means ± sd (*n* = 5 mice per group; two-way ANOVA followed by Bonferroni’s multiple comparisons post-test). **h** Relative PKH26 MFI in TAMs, liver Kupffer cells, splenic macrophages, pulmonary macrophages and renal macrophages (CD11b^+^F4/80^+^ cells) of orthotopic Hepa1-6 tumor-bearing mice at 24 h after treatment indicated in (**g**). Data are presented as means ± sd (*n* = 5 mice per group; two-way ANOVA followed by Bonferroni’s multiple comparisons post-test). Source data are provided as a Source Data file.

### M2pep-MPs_AFP_ efficiently target M2-like TAMs

To investigate the M2-like macrophage targeting ability of M2pep-modified MPs or MPs_AFP_, murine bone marrow-derived macrophages (M0 BMDMs), LPS- and IFNγ-stimulated BMDMs (M1-like BMDMs), IL-4-stimulated BMDMs (M2-like BMDMs) and murine Hepa1-6 hepatocarcinoma cells were treated with PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ for 4 h and then the mean fluorescence intensity (MFI) of intracellular PKH26 was evaluated by flow cytometry (Fig. 3d). M2-like BMDMs exhibited the strongest intracellular PKH26 fluorescence after treatment with M2pep-MPs or M2pep-MPs_AFP_ compared with other groups, suggesting a preferable M2-like macrophage targeting capacity of M2pep-MPs and M2pep-MPs_AFP_. Similar results were detected in IL-4-stimulated RAW264.7 cells (M2-like macrophages, Supplementary Fig. 9a). Pretreatment with free M2pep significantly reduced the intracellular content of M2pep-MPs and M2pep-MPs_AFP_ in M2-like macrophages (Supplementary Fig. 9b), demonstrating that the M2-like macrophage targeting capacity of M2pep-MPs and M2pep-MPs_AFP_ was mediated by M2pep. Intracellular tracing analysis of Rhodamine B (a model drug)-loaded M2pep-MPs_AFP_ (RhB@M2pep-MPs_AFP_) revealed that drug and M2pep-MPs_AFP_ were internalized into M2-like macrophages simultaneously and then distributed in lysosomes, followed by drug release with time (Supplementary Fig. 10).

The M2-like TAM targeting ability of M2pep-MPs and M2pep-MPs_AFP_ was further confirmed in vivo. Orthotopic Hepa1-6 tumor-bearing mice were intravenously injected with IR780-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_. Whole-animal fluorescence imaging showed that more IR780 fluorescence was detected in tumor-bearing liver tissues of M2pep-MPs- and M2pep-MPs_AFP_-treated mice at 24 h after injection (Supplementary Fig. 11). Moreover, more M2pep-MPs and M2pep-MPs_AFP_ were accumulated in the tumors than MPs and MPs_AFP_ by ex vivo IR780 fluorescence analysis (Fig. 3e, f), suggesting that M2pep conjugation efficiently enhanced the tumor accumulation of MPs and MPs_AFP_. To further investigate whether M2pep-MPs and M2pep-MPs_AFP_ could be efficiently internalized by M2-like TAMs after reaching tumor tissues, PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ were intravenously injected into orthotopic Hepa1-6 tumor-bearing mice. At 24 h after treatment, the tumor tissues were digested into single cell suspensions and the PKH26 fluorescence intensities in different cells, including tumor cells, M1- and M2-like TAMs, T cells, DCs, myeloid-derived suppressor cells (MDSCs) and Tregs, were detected by flow cytometry (Fig. 3g). Compared with other cells, M1- and M2-like TAMs captured more MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_. However, significantly more M2pep-MPs and M2pep-MPs_AFP_ were accumulated in M2-like TAMs than MPs and MPs_AFP_, confirming specific targeting of M2pep conjugation to M2-like TAMs. In addition, more M2pep-MPs and M2pep-MPs_AFP_ were enriched in TAMs than those in Kupffer cells, splenic macrophages, pulmonary macrophages and renal macrophages (Fig. 3h), excluding the targeting accumulation of M2pep-MPs_AFP_ in other tissue-resident macrophages.

### R848@M2pep-MPs_AFP_ efficiently reprogram M2-like macrophages and activate CD8^+^ T cells

To investigate the reprogramming of M2-like macrophages into M1-like phenotype by R848@M2pep-MPs_AFP_, IL-4-stimulated RAW264.7 cells were treated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, free R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ for 24 h, and the expressions of M1- and M2-related markers were detected by flow cytometry and reverse transcription-quantitative polymerase chain reaction (RT-qPCR). Compared with PBS, MPs, M2pep-MPs and free R848, R848@MPs obviously enhanced the protein expressions of CD80 (Supplementary Fig. 12a), CD86 (Supplementary Fig. 12b) and MHC II (Supplementary Fig. 12c), and the mRNA expressions of *CD80* (Supplementary Fig. 13a), *CD86* (Supplementary Fig. 13b), *TNF-α* (Supplementary Fig. 13c) and *iNOS* (Supplementary Fig. 13d) (M1-related markers), while decreased the protein expressions of CD206 (Supplementary Fig. 12d), and mRNA expressions of *Mgl1* (Supplementary Fig. 13e) and* Mrc1* (Supplementary Fig. 13f) (M2-related markers), thus corroborating the M2-like macrophage reprogramming capacity of R848@MPs. However, M2pep modification and AFP overexpression in MPs further enhanced the R848@MPs-induced M2-like macrophage reprogramming (Supplementary Fig. 12a–d and Supplementary Fig. 13a–f), which might be due to the M2pep-promoted internalization by M2-like macrophage and AFP-stimulated M1-like macrophage activation. R848@M2pep-MPs_AFP_ exhibited the strongest reprogramming activity compared with other groups (Supplementary Fig. 12a–d and Supplementary Fig. 13a–f). The excellent M2-like macrophage reprogramming capacity of R848@M2pep-MPs_AFP_ was further confirmed in IL-4-stimulated murine BMDMs (Supplementary Fig. 14a–d). The classically activated M1-like macrophages exert antitumor effects by secreting reactive nitrogen and oxygen species and proinflammatory cytokines. Consistently, the supernatants of R848@M2pep-MPs_AFP_-treated M2-like macrophages exhibited the strongest cytotoxicity against Hepa1-6 cells than those of MPs-, M2pep-MPs-, MPs_AFP_-, M2pep-MPs_AFP_-, free R848-, R848@MPs-, R848@M2pep-MPs- or R848@MPs_AFP_-treated group (Supplementary Fig. 15a). However, Etanercept (Etan), an inhibitor of TNF-α significantly reduced the cytotoxicity of the supernatants of R848@M2pep-MPs_AFP_-treated M2-like macrophages against Hepa1-6 cells (Supplementary Fig. 15b), suggesting that TNF-α secreted by R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages might be responsible for their strong cytotoxicity. Meanwhile, R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages displayed stronger phagocytosis of Hepa1-6 cells (Supplementary Fig. 16). The R848@M2pep-MPs_AFP_-induced reprogramming of M2-like macrophages was irrelevant to the lentivirus transfection, as no significant differences in the M2-like macrophage reprogramming capacity (Supplementary Fig. 17a–c) and the corresponding cytotoxicity of the supernatants of the reprogrammed M2-like macrophages (Supplementary Fig. 17d) were detected in the R848@M2pep-MPs- and R848-loaded M2pep-conjugated MPs derived from RAW264.7 cells stably transfected with empty vector (denoted as R848@M2pep-MPs_EV_)-treated groups.

M1-like macrophages as the classic APCs can present antigens to activate CD8^+^ T cells^23,25^. To investigate the AFP antigen presentation capacity of R848@M2pep-MPs_AFP_-educated M2-like macrophages, the proliferation and activation of CD8^+^ T cells induced by R848@M2pep-MPs_AFP_-reprogrammed M2-like RAW264.7 cells were determined (Supplementary Fig. 18a). Compared with MPs-, M2pep-MPs-, MPs_AFP_-, M2pep-MPs_AFP_-, free R848-, R848@MPs-, R848@M2pep-MPs- or R848@MPs_AFP_-treated group, R848@M2pep-MPs_AFP_-treated M2-like macrophages significantly enhanced the percentages of proliferated CD8^+^ T cells (Supplementary Fig. 18b), and activated CD8^+^ T cells expressing IFNγ (Supplementary Fig. 18c) and Granzyme B (GzmB, Supplementary Fig. 18d). Meanwhile, the activated CD8^+^ T cells by R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages possessed the strongest cytotoxicity against murine hepatocellular carcinoma Hepa1-6 cells which expressed AFP antigen in an effector/target ratio-dependent manner (Supplementary Fig. 18e–g). However, no significant difference was detected in the cytotoxicity of CD8^+^ T cells activated by R848@M2pep-MPs- and R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages against murine melanoma B16 cells overexpressing ovalbumin (OVA, B16-OVA cells) (Supplementary Fig. 18h–j). These results revealed that R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages, as APCs, may efficiently process and present AFP to promote the proliferation and activation of CD8^+^ T cells, thereby resulting in specific killing of AFP-expressing Hepa1-6 cells.

The reprogramming of M2-like TAMs by R848@M2pep-MPs_AFP_ and the subsequent activation of CD8^+^ T cells were further confirmed in vivo (Fig. 4a). Orthotopic Hepa1-6 tumor-bearing mice were intravenously injected with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ every three days for six times. Flow cytometric analysis showed that R848@M2pep-MPs_AFP_ significantly increased the numbers of M1-like TAMs including CD80^+^ TAMs (Fig. 4b), CD86^+^ TAMs (Fig. 4c) and MHC II^+^ TAMs (Fig. 4d), while decreasing the numbers of M2-like TAMs, such as CD206^+^ TAMs (Fig. 4e) in tumor tissues, validating that R848@M2pep-MPs_AFP_ efficiently reprogrammed M2-like TAMs into M1-like phenotype. Furthermore, when TAMs isolated from tumor tissues of the above treated orthotopic Hepa1-6 tumor-bearing mice were co-cultured with the CD8^+^ T cells isolated from the spleens of health C57BL/6 mice for 5 days, the percentages of proliferated CD8^+^ T cells (Fig. 4f, g), and activated CD8^+^IFNγ^+^ T cells (Fig. 4h) and CD8^+^GzmB^+^ T cells (Fig. 4i) in R848@M2pep-MPs_AFP_-treated group were drastically higher than other groups. Moreover, an antigen-specific in vivo killing assay using carboxyfluorescein succinimidyl ester (CFSE)-labeled AFP_212_- or OVA_257-264_-preincubated splenocytes showed that R848@M2pep-MPs induced limited antigen-specific killing in mice (Fig. 4j, k). However, R848@M2pep-MPs_AFP_ showed 57.0% antigen-specific killing in vivo (Fig. 4j, k). These results further confirmed that R848@M2pep-MPs_AFP_ efficiently reprogrammed M2-like TAMs into M1-like phenotype, presenting AFP antigen to activate CD8^+^ T cell to specifically kill target cells highly expressing AFP antigen in vivo. Here, we noticed that R848@M2pep-MPs_AFP_ induced a more significant increase in MHC II expression in macrophages in vivo (Fig. 4d) compared with the in vitro results (Supplementary Fig. 12c), which might be because that besides the efficient R848@M2pep-MPs_AFP_-induced reprogramming of M2-like TAMs, the complex tumor microenvironment, such as the R848@M2pep-MPs_AFP_-promoted IFNγ expression of CD8^+^ T cells might also contribute to the increased numbers of MHCII^+^ TAMs in tumor tissues^49^.

**Fig. 4:**
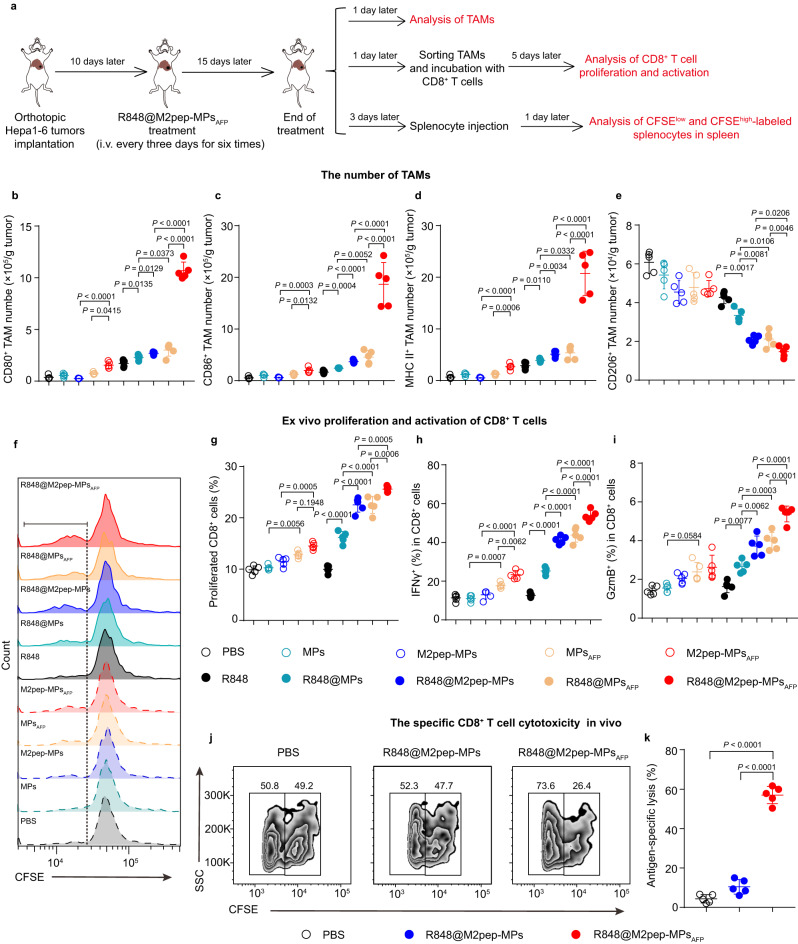
Efficiently reprogramming M2-like TAMs and activating CD8^+^ T cells by R848@M2pep-MPs_AFP_ in vivo. **a** Schematic schedule for reprogramming M2-like TAMs and activating CD8^+^ T cells by R848@M2pep-MPs_AFP_ in orthotopic Hepa1-6 tumor-bearing mice. **b**–**e** The numbers of CD80^+^ (**b**), CD86^+^ (**c**), MHC II^+^ (**d**), and CD206^+^ (**e**) TAMs in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice after intravenous injection of PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 dosage of 0.5 mg kg^−1^ every three days for six times as indicated in (**a**). Data are presented as means ± s.d. (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **f**–**i** Representative flow plots (**f**) and percentages of proliferated CD8^+^ T cells (**g**), IFNγ^+^ (**h**), and GzmB^+^ (**i**) cells in CD8^+^ T cells at 5 days after co-culture with TAMs isolated from tumor tissues of orthotopic Hepa1-6 tumor-bearing mice which were intravenously injected with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 dosage of 0.5 mg kg^−1^ every three days for six times as indicated in (**a**) by flow cytometry. Data are presented as means ± s.d. for (**g**–**i**) (*n* = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **j**, **k** Representative flow plots (**j**) and ratios of antigen-specific lysis (**k**) in splenocytes of orthotopic Hepa1-6 tumor-bearing mice at 24 h after intravenous injection of PBS, R848@M2pep-MPs or R848@M2pep-MPs_AFP_ at the R848 dosage of 0.5 mg kg^−1^ every three days for six times, followed by intravenous injection of the mixtures of CFSE^low^ OVA_257-264_-loaded and CFSE^high^ AFP_212_-loaded splenocytes at the ratio of 1:1 as indicated in (**a**) by flow cytometry. Data are presented as means ± s.d. for (**k**). (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). Panels (**f**, **j**) show representative results of five independent samples. Source data are provided as a Source Data file.

### R848@M2pep-MPs_AFP_ significantly inhibit the growth of HCC and ameliorate tumor immune microenvironment

To investigate whether R848@M2pep-MPs_AFP_ could trigger an efficient tumor suppression in HCC, orthotopic Hepa1-6 tumor-bearing mice were intravenously injected with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ every three days for six times (Fig. 5a). Compared with free R848, R848@MPs showed a significant anticancer activity, with 70.1% reduction in tumor weight (Fig. 5b, c). R848@M2pep-MPs and R848@MPs_AFP_ exhibited stronger anticancer effects than R848@MPs, with 80.4% and 81.8% tumor inhibition (Fig. 5b, c). The strongest anticancer activity was detected in R848@M2pep-MPs_AFP_-treated group, achieving 92.3% reduction in tumor weight (Fig. 5b, c) and 43.0% reduction in the ratio of liver weight to body weight (Supplementary Fig. 19). Kaplan–Meier survival analysis revealed that the median survival time was extended to 126.5 days in R848@M2pep-MPs_AFP_-treated group (Fig. 5d), much longer than any other groups. Notably, R848@M2pep-MPs_AFP_ did not exhibit obvious toxicity, as evidenced by the body weight change (Supplementary Fig. 20) and serological analysis (Supplementary Fig. 21). The excellent anticancer activity of R848@M2pep-MPs_AFP_ was further confirmed in mice bearing large subcutaneous Hepa1-6 tumors (about 200 mm^3^) (Supplementary Fig. 22a–l). Consistently, R848@M2pep-MPs_AFP_ exhibited the strongest ability to decrease the tumor growth and prolong the survival time of Hepa1-6 tumor-bearing mice. However, no significant difference in anticancer activity was detected in R848@M2pep-MPs- and R848@M2pep-MPs_AFP_-treated mice bearing H22 liver tumors which lacked AFP expression (Supplementary Fig. 23a–h), further confirming that R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs might present AFP antigen to activate CD8^+^ T cells and exert antigen-specific killing of tumor cells.

**Fig. 5:**
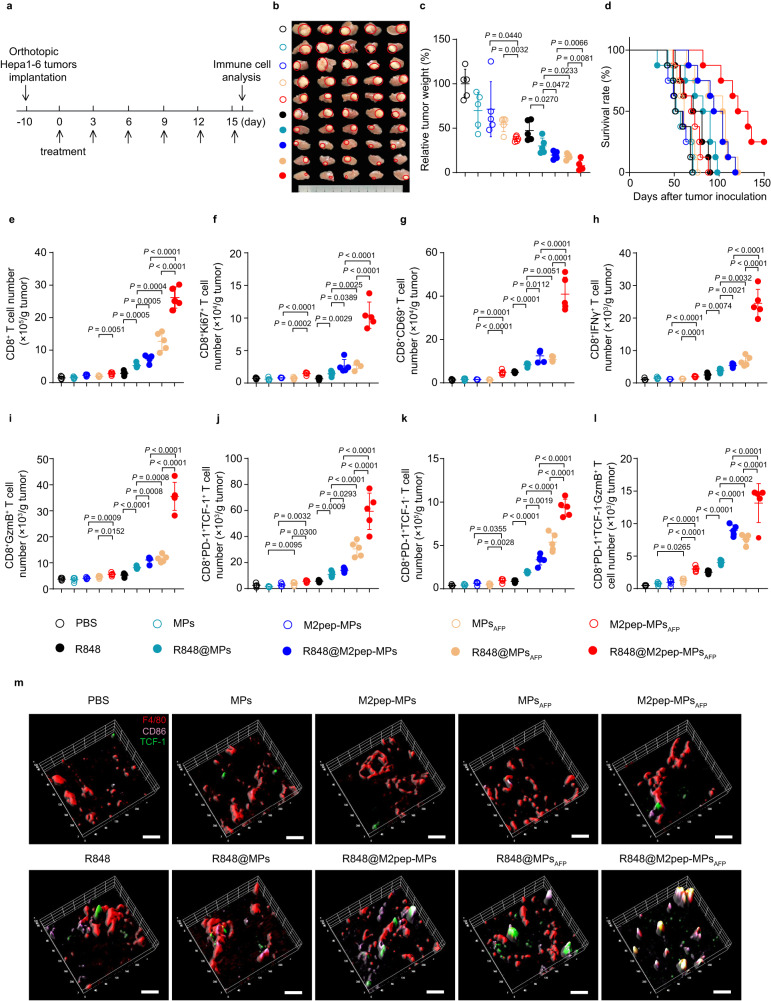
Potent antitumor activity and improved antitumor immunity of R848@M2pep-MPs_AFP_ in orthotopic Hepa1-6 tumor-bearing mice. **a** Schematic schedule for the antitumor experiment of R848@M2pep-MPs_AFP_ in orthotopic Hepa1-6 tumor-bearing mice. **b**, **c** Tumor images (**b**) and tumor weight (**c**) of orthotopic Hepa1-6 tumor-bearing mice at 16 days after intravenous injection of PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 dosage of 0.5 mg kg^−1^ every three days for six times. Data are presented as means ± s.d. for (**c**). (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **d** Kaplan–Meier survival plot of orthotopic Hepa1-6 tumor-bearing mice after treatment indicated in (**a**). (n = 8 mice per group). **e**–**l** The numbers of CD8^+^ T cells (gated as CD45^+^CD3^+^CD8^+^, **e**), CD8^+^Ki67^+^ T cells (gated as CD45^+^CD3^+^CD8^+^Ki67^+^, **f**), CD8^+^CD69^+^ T cells (gated as CD45^+^CD3^+^CD8^+^CD69^+^, **g**), CD8^+^IFNγ^+^ T cells (gated as CD45^+^CD3^+^CD8^+^IFNγ^+^, **h**), CD8^+^GzmB^+^ T cells (gated as CD45^+^CD3^+^CD8^+^GzmB^+^, **i**), CD8^+^PD-1^+^TCF-1^+^ T cells (gated as CD45^+^CD3^+^CD8^+^PD-1^+^TCF-1^+^, **j**), CD8^+^PD-1^+^TCF-1^-^ T cells (gated as CD45^+^CD3^+^CD8^+^PD-1^+^TCF-1^-^, **k**) and CD8^+^PD-1^+^TCF-1^-^GzmB^+^ T cells (gated as CD45^+^CD3^+^CD8^+^PD-1^+^TCF-1^-^GzmB^+^, **l**) in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice at 16 days after treatment indicated in (**a**). Data are presented as means ± s.d. (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **m** Colocalization of M1-like TAMs (F4/80 (red) and CD86 (pink)-positive cells) and TCF-1 (green) in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice at 16 days after treatment indicated in (**a**) by immunofluorescent staining. Scale bars: 10 μm. Images are representative of three independent samples. Source data are provided as a Source Data file.

The tumor immune microenvironment was then investigated in orthotopic Hepa1-6 tumor-bearing mice after intravenous injection of PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ every three days for six times by flow cytometry (Fig. 5a). R848@M2pep-MPs_AFP_ significantly increased the numbers of CD4^+^ T cells (Supplementary Fig. 24a), activated CD4^+^CD69^+^ T cells (Supplementary Fig. 24b), CD8^+^ T cells (Fig. 5e), proliferated CD8^+^ T cells (Fig. 5f) and activated CD8^+^CD69^+^ T cells (Fig. 5g), CD8^+^IFNγ^+^ T cells (Fig. 5h) and CD8^+^GzmB^+^ T cells (Fig. 5i) in tumor tissues compared with free R848, R848@MPs, R848@M2pep-MPs and R848@MPs_AFP_. Meanwhile, the numbers of stem-like CD8^+^PD-1^+^TCF-1^+^ T cells (Fig. 5j), terminally exhausted CD8^+^PD-1^+^TCF-1^-^ T cells (Fig. 5k) and terminally exhausted CD8^+^ T cells secreting GzmB (CD8^+^PD-1^+^TCF-1^-^GzmB^+^ T cells, Fig. 5l) in tumor tissues were also remarkably enhanced in R848@M2pep-MPs_AFP_-treated group. These results suggested that R848@M2pep-MPs_AFP_ efficiently elicited the antitumor immunity. Meanwhile, immunofluorescence analysis showed that more stem-like CD8^+^ T cells were colocalized with M1-like TAMs in R848@M2pep-MPs_AFP_-treated group (Fig. 5m), revealing that R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs might provide a suitable APC niche for stem-like CD8^+^ T cell proliferation and differentiation. In addition, R848@M2pep-MPs_AFP_ treatment significantly improved tumor immunosuppressive microenvironment, as indicated by the decreased numbers in MDSCs and Tregs (Supplementary Fig. 24c, d). R848@M2pep-MPs_AFP_ treatment also significantly increased the numbers of the activated CD8^+^CD69^+^ T cells (Supplementary Fig. 25a), CD8^+^IFNγ^+^ T cells (Supplementary Fig. 25b) and CD8^+^GzmB^+^ T cells (Supplementary Fig. 25c) in spleens of orthotopic Hepa1-6 tumor-bearing mice, suggesting that R848@M2pep-MPs_AFP_ efficiently activated the systemic antitumor immunity.

To determine whether CD8^+^ T cell-mediated antitumor immunity was involved in the R848@M2pep-MPs_AFP_-induced anticancer activity, anti-CD8 antibody was used to deplete CD8^+^ T cells in the orthotopic Hepa1-6 tumor-bearing mice (Supplementary Fig. 26a). As expected, anti-CD8 antibody remarkably abrogated the antitumor effects of R848@M2pep-MPs_AFP_ (Supplementary Fig. 26b–d), suggesting that CD8^+^ T cells were involved in the antitumor activity of R848@M2pep-MPs_AFP_. Meanwhile, CD4^+^ T cells, but not natural killer (NK) cells were also responsible for the R848@M2pep-MPs_AFP_-induced anticancer effects (Supplementary Fig. 27a–c). In view that R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages efficiently activated CD8^+^ T cells, to investigate that the enhanced anticancer activity and antitumor immune response were mediated by R848@M2pep-MPs_AFP_-reprogrammed macrophages, clodronate liposomes were applied to deplete macrophages in the orthotopic Hepa1-6 tumor-bearing mice^50^. As expected, macrophage depletion by clodronate liposomes (Supplementary Fig. 28d) dramatically abolished the anticancer activity of R848@M2pep-MPs_AFP_ (Supplementary Fig. 28a–c) and decreased R848@M2pep-MPs_AFP_-induced increase in the numbers of CD8^+^ T cells (Supplementary Fig. 28e), proliferative CD8^+^Ki67^+^ T cells (Supplementary Fig. 28f), and activated CD8^+^CD69^+^ T cells (Supplementary Fig. 28g), CD8^+^IFNγ^+^ T cells (Supplementary Fig. 28h) and CD8^+^GzmB^+^ T cells (Supplementary Fig. 28i), confirming that R848@M2pep-MPs_AFP_-reprogrammed TAMs efficiently activated CD8^+^ T cells to exert antitumor efficacy.

M1-like macrophages can secrete chemokines and cytokines, such as CXCL9, CXCL10 and TNF-α to induce the recruitment of CD8^+^ T cells^19,21,51^. RT-qPCR results showed that R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages highly expressed *TNF-α* (Supplementary Fig. 13c) but not *CXCL9* (Supplementary Fig. 29a) or *CXCL10* (Supplementary Fig. 29b). Transwell analysis showed that R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages could efficiently recruit CD8^+^ T cells (Supplementary Fig. 30a). However, Etan significantly decreased the recruitment of CD8^+^ T cells by R848@M2pep-MPs_AFP_-educated M2-like macrophages (Supplementary Fig. 30b), suggesting that TNF-α was involved in the recruitment of CD8^+^ T cells by R848@M2pep-MPs_AFP_-reprogrammed M2-like macrophages. To further confirm this, orthotopic Hepa1-6 tumor-bearing mice were intravenously injected with R848@M2pep-MPs_AFP_ and/or intraperitoneal injection of fingolimod (FTY720) which was used to inhibit lymphocyte migration out of secondary lymphoid organs (Supplementary Fig. 31b, c), and/or intraperitoneal injection of Etan (Supplementary Fig. 31a). Treatment with FTY720 or Etan significantly abrogated R848@M2pep-MPs_AFP_-induced anticancer activity (Supplementary Fig. 31d, e) and the enhanced CD8^+^ T cell numbers in tumor tissues (Supplementary Fig. 31f), further confirming that the R848@M2pep-MPs_AFP_-induced increase of CD8^+^ T cells in tumor tissues was at least partly dependent on the recruitment of CD8^+^ T cells, and TNF-α was involved in the R848@M2pep-MPs_AFP_-induced CD8^+^ T cell recruitment into tumor tissues.

### R848@M2pep-MPs_AFP_ efficiently improve the anticancer activity against HCC and antitumor immune response of anti-PD-1 antibody

Considering that R848@M2pep-MPs_AFP_ efficiently enhanced CD8^+^ T cells and stem-like CD8^+^ T cells, remodeled tumor immunosuppressive microenvironment, and increased CD8^+^PD-1^+^ T cells (Supplementary Fig. 32a) and PD-L1^+^ tumor cells (Supplementary Fig. 32b) in tumor tissues, the effects of R848@M2pep-MPs_AFP_ on the anticancer efficacy of anti-PD-1 antibody were first evaluated in orthotopic Hepa1-6 tumor-bearing mice (Fig. 6a). As expected, R848@M2pep-MPs_AFP_ or anti-PD-1 antibody treatment significantly inhibited tumor growth, with 72.9% and 43.1% inhibition in tumor weight (Fig. 6b, c), respectively. Combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody exhibited the strongest anticancer activity, achieving 95.9% inhibition in tumor weight (Fig. 6b, c). Kaplan–Meier survival analysis showed that 75% of mice were still alive in the R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group at 160 days after tumor inoculation (Fig. 6d), significantly better than other groups. R848@M2pep-MPs_AFP_ and anti-PD-1 antibody combination-elicited potent anticancer activity was further verified in mice bearing large subcutaneous Hepa1-6 tumors (Supplementary Fig. 33a–f). R848@M2pep-MPs_AFP_ and anti-PD-1 antibody combination treatment exhibited the strongest anticancer activity, resulting in 50% of mice being almost cured and 83.3% of mice being still alive at 80 days after tumor inoculation. Although combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody increased the contents of inflammatory cytokines TNF-α (Supplementary Fig. 34a) and IFNγ (Supplementary Fig. 34b) in serum which might be due to the enhanced antitumor immunity, it did not induce significant change in serological indicators (Supplementary Fig. 35a–f), histopathological changes of major organs by Hematoxylin-eosin (H&E) staining (Supplementary Fig. 35g) and body weight (Supplementary Fig. 35h) in orthotopic Hepa1-6 tumor-bearing mice, suggesting that R848@M2pep-MPs_AFP_ and anti-PD-1 antibody treatment did not induce cytokine release syndrome to generate remarkable toxicity.

**Fig. 6:**
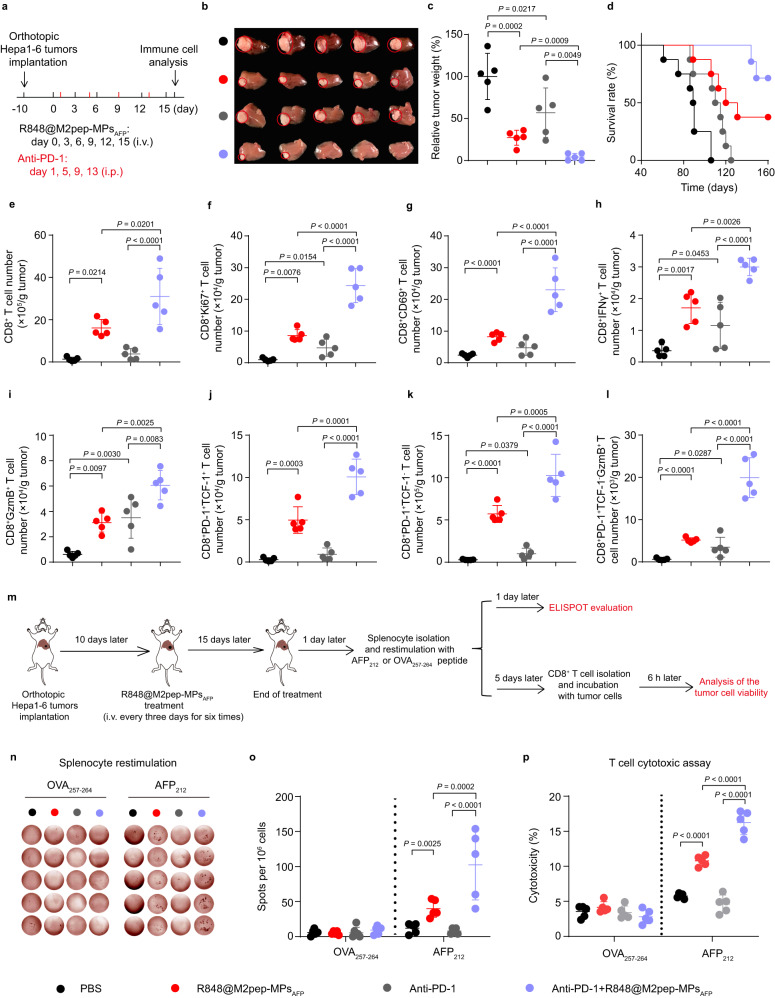
Improved antitumor effects and antitumor immunity of anti-PD-1 antibody by R848@M2pep-MPs_AFP_ in orthotopic Hepa1-6 tumor-bearing mice. **a** Schematic schedule for the antitumor experiment of combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody in orthotopic Hepa1-6 tumor-bearing mice. **b**, **c** Tumor images (**b**) and tumor weight (**c**) of orthotopic Hepa1-6 tumor-bearing mice after treatment with R848@M2pep-MPs_AFP_ in the presence or absence of anti-PD-1 antibody at the anti-PD-1 antibody dosage of 5 mg kg^−1^ and R848 dosage of 0.5 mg kg^−1^ indicated in (**a**). Data are presented as means ± s.d. for (**c**). (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **d** Kaplan–Meier survival plot of orthotopic Hepa1-6 tumor-bearing mice after treatment indicated in (**a**). (n = 8 mice per group). **e**–**l** The numbers of CD8^+^ T cells (**e**), CD8^+^Ki67^+^ T cells (**f**), CD8^+^CD69^+^ T cells (**g**), CD8^+^IFNγ^+^ T cells (**h**), CD8^+^GzmB^+^ T cells (**i**), CD8^+^PD-1^+^TCF-1^+^ T cells (**j**), CD8^+^PD-1^+^TCF-1^-^ T cells (**k**) and CD8^+^PD-1^+^TCF-1^-^GzmB^+^ T cells (**l**) in tumor tissues of orthotopic Hepa1-6 tumor-bearing mice after treatment indicated in (**a**). Data are presented as means ± s.d. (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). **m** Schematic schedule for ELISPOT and T cell cytotoxic assay. **n**, **o** Images (**n**) and numbers (**o**) of IFNγ immune spots from OVA_257-264_- or AFP_212_-restimulated splenocytes isolated from orthotopic Hepa1-6 tumor bearing mice after treatment indicated in (**m**) by the ELISPOT assay. Data are presented as means ± s.d. (n = 5 biological independent samples; two-way ANOVA followed by Bonferroni’s multiple comparisons post-test). **p** Cytotoxicity of T cells against Hepa1-6 cells when T cells isolated from OVA_257-264_- or AFP_212_-restimulated splenocytes were incubated with Hepa1-6 cells at the effector/target ratio of 10:1 for 6 h as indicated in (**m**) by LDH assay. Data are presented as means ± s.d. (n = 5 biological independent samples; two-way ANOVA followed by Bonferroni’s multiple comparisons post-test). Source data are provided as a Source Data file.

Tumor immune microenvironment analysis showed that combined treatment of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody significantly increased the numbers of CD80^+^ TAMs (Supplementary Fig. 36a), CD86^+^ TAMs (Supplementary Fig. 36b) and MHC II^+^ TAMs (Supplementary Fig. 36c), while decreasing the numbers of CD206^+^ TAMs (Supplementary Fig. 36d) in tumor tissues of orthotopic HCC mice compared with R848@M2pep-MPs_AFP_ or anti-PD-1 antibody alone treatment. Meanwhile, the numbers of CD8^+^ T cells (Fig. 6e), proliferated CD8^+^ T cells (Fig. 6f), and activated CD8^+^CD69^+^ T cells (Fig. 6g), CD8^+^IFNγ^+^ T cells (Fig. 6h) and CD8^+^GzmB^+^ T cells (Fig. 6i) were the highest in tumor tissues of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group. In addition, R848@M2pep-MPs_AFP_ significantly promoted the anti-PD-1 antibody-induced increase in the numbers of stem-like CD8^+^PD-1^+^TCF-1^+^ T cells (Fig. 6j), terminally exhausted CD8^+^PD-1^+^TCF-1^-^ T cells (Fig. 6k) and terminally exhausted CD8^+^ T cells secreting GzmB (Fig. 6l). The improved systemic antitumor immunity was also confirmed in the spleens of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody co-treated mice (Supplementary Fig. 37a–c). Importantly, a significant increase in the numbers of effector memory T (Tem) cells (CD3^+^CD8^+^CD44^+^CD62L^−^ cells) was detected in the spleens of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody co-treated mice (Supplementary Fig. 37d), suggesting that the combined treatment of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody might generate immunological memory.

To further confirm the R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-induced immunological memory, the splenocytes isolated from the above treated mice were exposed to the AFP_212_ or OVA_257-264_ peptide and IFNγ enzyme-linked immune absorbent spot (ELISPOT) assay was performed (Fig. 6m). Although no remarkable differences in the IFNγ spot-formation were detected in PBS-, anti-PD-1 antibody-, R848@M2pep-MPs_AFP_- and combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group after OVA_257-264_ peptide re-stimulation, the highest frequency of IFNγ spot-forming splenocytes was detected in R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group after AFP_212_ peptide re-stimulation (Fig. 6n, o). Moreover, the CD8^+^ T cells isolated from splenocytes of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group after AFP_212_ peptide stimulation exhibited the strongest cytotoxicity against Hepa1-6 cells (Fig. 6p). These results suggested that R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group produced strong antigen-specific immunological memory. The combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-generated immunological memory was further verified in the subcutaneous Hepa1-6 tumor-bearing mice. When these three almost cured mice in the R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated group were re-challenged with Hepa1-6 cells in left flank and B16-OVA cells in right flank, lower tumor volume (Supplementary Fig. 33g) of Hepa1-6 tumors, but not B16-OVA tumors (Supplementary Fig. 33h) were detected compared with naïve mice, confirming that combined treatment of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody generated strong antigen-specific immunological memory.

The ameliorated anticancer activity and tumor immune microenvironment induced by the combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody were further confirmed in diethylnitrosamine (DEN)-induced autochthonous HCC models (Fig. 7a). As expected, R848@M2pep-MPs_AFP_ or anti-PD-1 antibody alone significantly inhibited tumor growth, with 56.6% or 36.7% reduction in tumor weight (Fig. 7b, c), and 50.9% or 46.0% reduction in tumor nodule numbers (Fig. 7b, d), respectively. However, the combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody generated the strongest tumor suppression, with 91.0% and 82.2% inhibition in tumor weight and tumor nodules. H&E staining of liver tissues (Fig. 7e) and longer survival time of HCC mice (Fig. 7f) further confirmed the excellent synergistic antitumor activity of the combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody. Consistently, the tumor immune microenvironment analysis showed that the combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody exhibited the highest numbers of M1-like TAMs (Fig. 7g–i), CD8^+^ T cells (Fig. 7k), proliferated CD8^+^ T cells (Fig. 7l), activated CD8^+^CD69^+^ T cells (Fig. 7m), CD8^+^IFNγ^+^ T cells (Fig. 7n) and CD8^+^GzmB^+^ T cells (Fig. 7o), stem-like CD8^+^PD-1^+^TCF-1^+^ T cells (Fig. 7p), terminally exhausted CD8^+^PD-1^+^TCF-1^-^ T cells (Fig. 7q) and CD8^+^PD-1^+^TCF-1^-^GzmB^+^ T cells (Fig. 7r) compared with R848@M2pep-MPs_AFP_- or anti-PD-1 antibody-treated group, while decreased the M2-like TAMs (Fig. 7j). The R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-ameliorated immune microenvironment was further verified in spleens of autochthonous HCC mice (Supplementary Fig. 38a–d). These results strongly supported the notion that R848@M2pep-MPs_AFP_ efficiently improved the anti-PD-1 antibody-triggered anticancer activity and antitumor immunity in HCC.

**Fig. 7:**
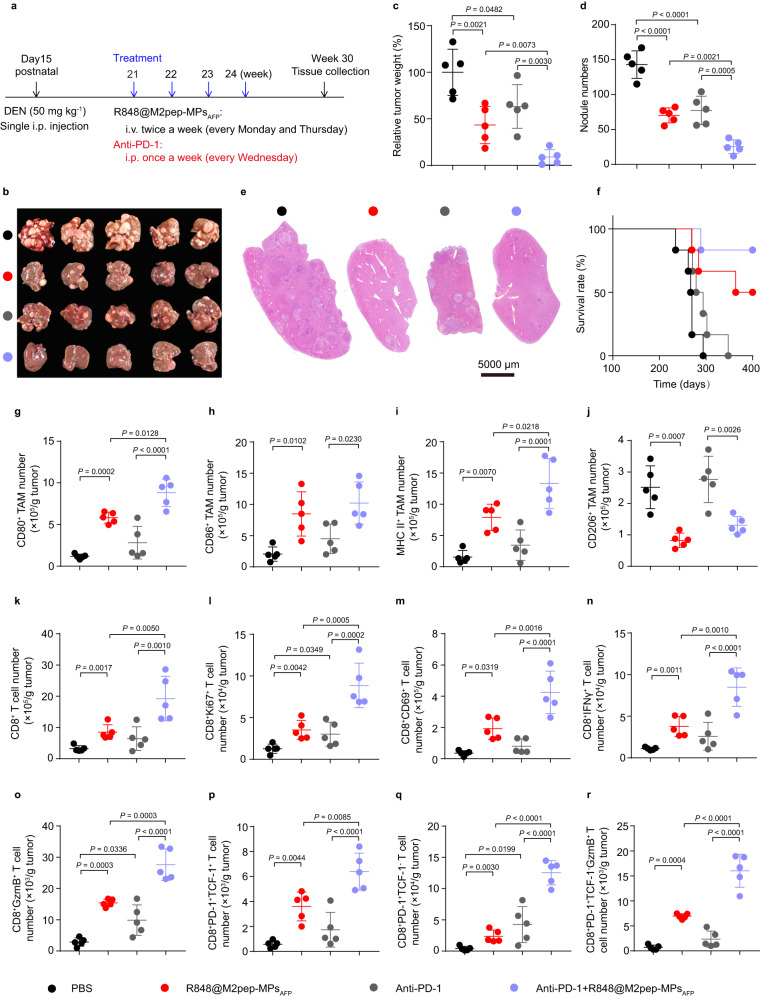
Improved antitumor activity and antitumor immunity of anti-PD-1 antibody by R848@M2pep-MPs_AFP_ in DEN-induced autochthonous HCC mice. **a** Schematic schedule for the anticancer experiment of combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody in DEN-induced autochthonous HCC mice. **b**–**e** Tumor images (**b**), tumor weight (**c**), nodule numbers (**d**) and H&E staining of liver tissues (**e**) in DEN-induced autochthonous HCC mice at 30 weeks after treatment with R848@M2pep-MPs_AFP_ in the presence or absence of anti-PD-1 antibody at the anti-PD-1 antibody dosage of 5 mg kg^−1^ and R848 dosage of 0.5 mg kg^−1^ indicated in (**a**). Data are presented as means ± s.d. for (**c**, **d**). (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). Scale bar: 5000 μm for (**e**). **f** Kaplan–Meier survival plot of DEN-induced autochthonous HCC mice after treatment indicated in (**a**). (n = 6 mice per group). **g**–**r** The numbers of CD80^+^ TAMs (**g**), CD86^+^ TAMs (**h**), MHC II^+^ TAMs (**i**), CD206^+^ TAMs (**j**), CD8^+^ T cells (**k**), CD8^+^Ki67^+^ T cells (**l**), CD8^+^CD69^+^ T cells (**m**), CD8^+^IFNγ^+^ T cells (**n**), CD8^+^GzmB^+^ T cells (**o**), CD8^+^PD-1^+^TCF-1^+^ T cells (**p**), CD8^+^PD-1^+^TCF-1^-^ T cells (**q**) and CD8^+^PD-1^+^TCF-1^-^GzmB^+^ T cells (**r**) in tumor tissues of DEN-induced autochthonous HCC mice at 30 weeks after treatment indicated in (**a**). Data are presented as means ± s.d. (n = 5 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). Source data are provided as a Source Data file.

### R848@M2pep-MPs_OVA_ efficiently boost anti-PD-1 therapy against B16-OVA tumors

Since antitumor immunity depends on tumor antigen-specific T cell responses, tumor antigens are critical for the initiation of antitumor immunity^52,53^. In order to explore the universal application of R848@M2pep-MPs_Ag_ (Ag represents specific antigen), RAW264.7 cells overexpressing the model antigen OVA were constructed (Supplementary Fig. 39a) and R848-loading M2pep-modified MPs derived from RAW264.7_OVA_ cells (Supplementary Fig. 39b) were collected. Consistently, compared with R848, R848@MPs, R848@M2pep-MPs and R848@MPs_OVA_, R848@M2pep-MPs_OVA_ exhibited the strongest capacity to reprogram M2-like macrophages into M1-like phenotype, as indicated by the enhanced protein expressions of M1-related markers including CD80 (Fig. 8a), CD86 (Fig. 8b) and MHC II (Fig. 8c), and mRNA expressions including *CD80* (Supplementary Fig. 40a), *CD86* (Supplementary Fig. 40b) and *iNOS* (Supplementary Fig. 40c), and decreased protein expressions of M2-related markers including CD206 (Fig. 8d) and mRNA expressions including *Mgl1* (Supplementary Fig. 40d) and *Mrc1* (Supplementary Fig. 40e). Besides, the supernatants of R848@M2pep-MPs_OVA_-treated M2-like macrophages exhibited the strongest cytotoxicity against B16-OVA cells (Supplementary Fig. 40f), further confirming the excellent M2-like macrophage repolarization capacity. In addition, R848@M2pep-MPs_OVA_-treated M2-like macrophages exhibited the highest percentage of CD86^+^SIINFEKL-H-2Kb^+^ cells (Fig. 8e), revealing the efficient antigen process and presentation of OVA by R848@M2pep-MPs_OVA_-treated M2-like macrophages. Consistently, R848@M2pep-MPs_OVA_-treated M2-like macrophages showed the strongest capacity to increase the percentages of OVA-specific CD8^+^ T cells (Fig. 8f) and CD8^+^IFNγ^+^ T cells (Fig. 8g) and the strongest cytotoxicity against B16-OVA cells (Fig. 8h and Supplementary Fig. 41a). However, no significant difference in the cytotoxicity against Hepa1-6 cells was observed in CD8^+^ T cells activated by R848@M2pep-MPs- and R848@M2pep-MPs_OVA_-treated M2-like macrophages (Supplementary Fig. 41b, c). These results demonstrated that R848@M2pep-MPs_OVA_, like R848@M2pep-MPs_AFP_, efficiently reprogrammed M2-like macrophages into M1-like phenotype and presented OVA to induce antigen-specific CD8^+^ T cell activation.

**Fig. 8:**
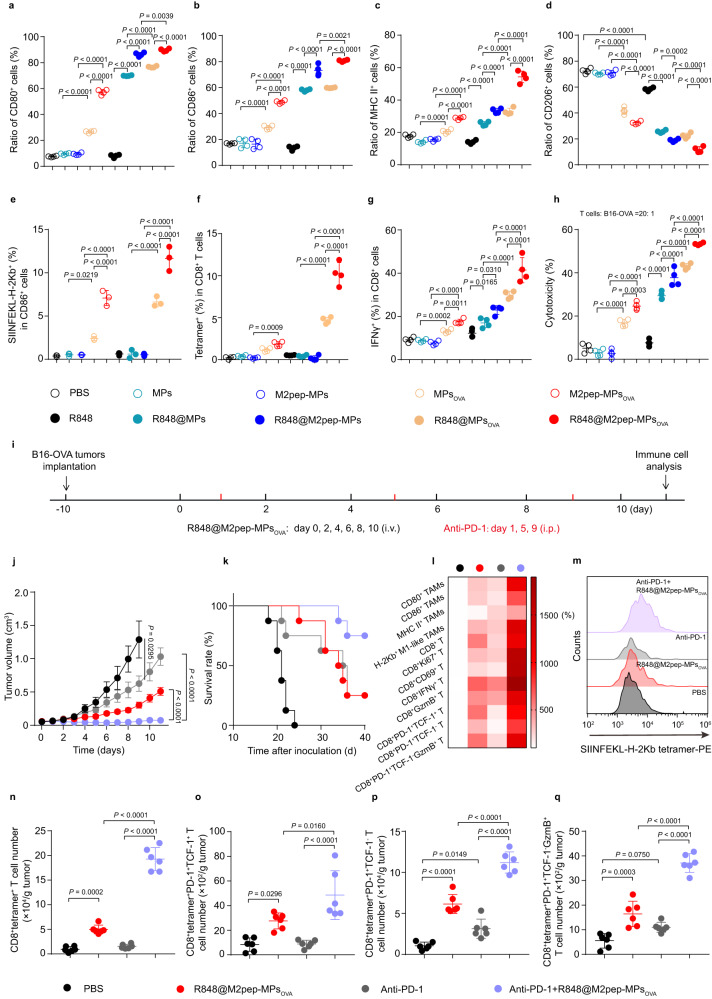
Improved anticancer activity and antitumor immunity of anti-PD-1 antibody by 848@M2pep-MPs_OVA_ in B16-OVA tumor-bearing mice. **a**–**e** Percentages of CD80^+^ (**a**), CD86^+^ (**b**), MHC II^+^ (**c**), and CD206^+^ cells (**d**) and SIINFEKL-H-2Kb^+^ M1-like macrophages (**e**) in IL-4-stimulated RAW264.7 cells after treatment with the indicated formulations at R848 concentration of 2 nM for 24 h. Data are presented as means ± sd (*n* = 4 and 3 biological independent samples for (**a**–**d**) and (**e**), respectively; one-way ANOVA followed by Tukey’s HSD post-hoc test). **f**, **g** Percentages of SIINFEKL-H-2Kb tetramer^+^ (**f**) and IFNγ^+^ cells (**g**) in CD8^+^ T cells at 5 days after co-culture with IL-4-stimulated RAW264.7 cells pretreated indicated in (**a**–**e**). Data are presented as means ± sd (*n* = 4 biological independent samples; one-way ANOVA followed by Tukey’s HSD post-hoc test). **h** Cytotoxicity of CD8^+^ T cells treated indicated in (**f**, **g**) against B16-OVA cells after co-incubation at the effector/target ratio of 20:1 for 6 h. Data are presented as means ± s.d. (*n* = 4 biological independent samples; one-way ANOVA followed by Tukey’s HSD post-hoc test). **i** Schematic schedule for anticancer experiment of combination of R848@M2pep-MPs_OVA_ and anti-PD-1 antibody. **j**, **k** Tumor growth curves (**j**) and Kaplan–Meier survival plots (**k**) of B16-OVA tumor-bearing mice after treatment with R848@M2pep-MPs_OVA_ in the presence or absence of anti-PD-1 antibody at anti-PD-1 antibody and R848 dosage of 5 and 0.5 mg kg^−1^ indicated in (**i**), respectively. Data are presented as means ± sem for (**j**). (*n* = 6 and 8 mice per group for (**j**) and (**k**), respectively; one-way ANOVA followed by Tukey’s HSD post-hoc test). **l** Relative immune cell numbers in tumors of B16-OVA tumor-bearing mice after treatment indicated in (**i**). (*n* = 6 mice per group). **m**–**q** Representative flow plots of SIINFEKL-H-2Kb tetramer^+^ in CD3^+^CD8^+^T cells (**m**) and numbers of CD8^+^tetramer^+^ (**n**), CD8^+^tetramer^+^PD-1^+^TCF-1^+^ (**o)**, CD8^+^tetramer^+^PD-1^+^TCF-1^-^ (**p**) and CD8^+^tetramer^+^PD-1^+^TCF-1^-^GzmB^+^ T (**q**) cells in tumors of B16-OVA tumor-bearing mice after treatment indicated in (**i**). Data are presented as means ± s.d. (*n* = 6 mice per group; one-way ANOVA followed by Tukey’s HSD post-hoc test). Source data are provided as a Source Data file.

The antitumor activity elicited by the combination of R848@M2pep-MPs_OVA_ and anti-PD-1 antibody was further investigated in B16-OVA tumor-bearing mice (Fig. 8i). As expected, the combination of R848@M2pep-MPs_OVA_ and anti-PD-1 antibody significantly inhibited the tumor growth compared with R848@M2pep-MPs_OVA_ or anti-PD-1 antibody (Supplementary Fig. 42a–d and Fig. 8j), exhibiting synergistic anticancer effects. Kaplan–Meier survival analysis revealed the longest survival time in the R848@M2pep-MPs_OVA_ and anti-PD-1 antibody-treated group, with 75% of mice being alive at 40 days after tumor inoculation (Fig. 8k). Moreover, the immune microenvironment analysis in tumor tissues showed that the combination of R848@M2pep-MPs_OVA_ and anti-PD-1 antibody efficiently enhanced the numbers (Fig. 8l and Supplementary Fig. 43a–c) and OVA antigen presentation (Fig. 8l and Supplementary Fig. 43d) of M1-like TAMs compared with R848@M2pep-MPs_OVA_ or anti-PD-1 antibody. Meanwhile, the numbers of CD8^+^ T cells (Fig. 8l and Supplementary Fig. 43e), proliferative CD8^+^ T cells (Fig. 8l and Supplementary Fig. 43f), activated CD8^+^ T cells (Fig. 8l and Supplementary Fig. 43g–i), stem-like CD8^+^ T cells (Fig. 8l and Supplementary Fig. 43j), terminally exhausted CD8^+^ T cells (Fig. 8l and Supplementary Fig. 43k) and terminally exhausted CD8^+^ T cells secreting GzmB (Fig. 8l and Supplementary Fig. 43l) in tumor tissues were the highest in R848@M2pep-MPs_OVA_ and anti-PD-1 antibody-treated group. More importantly, a significant increase in the numbers of OVA-specific CD8^+^ T cells (Fig. 8m, n), OVA-specific stem-like CD8^+^ T cells (Fig. 8o), OVA-specific terminally exhausted CD8^+^ T cells (Fig. 8p) and OVA-specific terminally exhausted CD8^+^ T cells secreting GzmB (Fig. 8q) was detected in the tumors of R848@M2pep-MPs_OVA_ and anti-PD-1 antibody-treated group. The improved systemic antitumor immunity and immune memory was further verified in spleens (Supplementary Fig. 44a–k) and tumor-draining lymph nodes (Supplementary Fig. 45a–l) of the R848@M2pep-MPs_OVA_ and anti-PD-1 antibody-treated group. These results reveal that R848@M2pep-MPs_Ag_ might function as a platform to boost anti-PD-1 therapy against tumors expressing alloantigen.

## Discussion

M2-like TAMs, representing the major compartment of infiltrated immune cells, play an important role in promoting angiogenesis, tumor invasion and metastasis, drug resistance and immunosuppression in HCC^17,54^. M2-like TAMs were highly related to poor prognosis, short survival time, and poor responsiveness to anti-PD-1 antibody therapy^18,55^. Recent work has shown that lymphocyte-depleted subtypes of HCC displayed a more prominent macrophage signature with suppression of Th1 immune reaction and a high M2 response^16,56^, revealing that M2-like TAMs reversely regulated the antitumor immunity in HCC. Here, our work also confirmed that the responsiveness of HCC to anti-PD-1 antibody was associated with the number and activation of M1-like TAMs and CD8^+^ T cells including stem-like CD8^+^ T cells, indicating that the reprogramming of M2-like TAMs to M1-like phenotype might help to improve the therapeutic efficacy of anti-PD-1 antibody. However, only activating innate immunity by regulating TAMs was difficult to achieve ideal therapeutic efficacy. Developing effective TAM-directed adaptive immunotherapeutic strategies would further boost anti-PD-1 therapy.

It was reported that stem-like CD8^+^ T cells that express TCF1 remained responsive to checkpoint blockade therapy, suggesting that the state of T cells, in addition to the number and spatial distribution of T cells, was critical for the induction of effective tumor immunity^9,10,13,57^. In this work, the anti-PD-1 antibody-responsive tumors of orthotopic Hepa1-6 tumor-bearing mice had more stem-like CD8^+^PD-1^+^TCF-1^+^ T cells and terminally exhausted CD8^+^PD-1^+^TCF-1^-^ T cells, revealing that increasing the number of stem-like CD8^+^ T cells was vital for the enhanced anti-PD-1 therapy in HCC. Tumor therapeutic vaccination had been shown to generate stem-like CD8^+^ T cells^10,13^. For example, vaccination of tumor antigen gp33 peptide plus adjuvant (TLR3 ligand [poly(I:C)]) expanded CD8^+^PD-1^+^TCF-1^+^ T cells (176-fold) 1 week later and these cells remained present in elevated numbers at endpoint in mice bearing B16 cells expressing gp33 (B16-gp33 cells). Moreover, combination of the vaccination and wild-type CD8^+^ T cells specific for tumor antigen gp33 (P14) exhibited longer protective effects than the combination of vaccination and *Tcf7* ^−/−^ P14 cells^13^, suggesting that extended tumor control depended on TCF1. In addition, intravenous injection of a self-assembling nanoparticle vaccine platform co-delivering tumor antigen and TLR7/8 agonist (SNP-7/8a) resulted in a higher frequency of CD8^+^PD-1^+^TCF-1^+^ cells and a significant tumor growth inhibition^9^. Thus, developing tumor vaccine-like drug might provide a promising strategy to increase stem-like CD8^+^ T cells.

Stem-like T cells were reported to reside in dense APC niches within the tumors, and tumors that failed to form these structures were not extensively infiltrated by T cells^15^. Considering that TAMs are highly infiltrated in the tumor tissues and M1-like TAMs serve as APCs^23,25^, developing TAM-directed adaptive immunity by reprogramming M2-like TAMs to M1-like phenotype and then presenting tumor-associated antigens to promote and activate antigen-specific CD8^+^ T cells, including stem-like CD8^+^ T cells might achieve comprehensive cancer immunotherapy for improved anti-PD-1 therapy. In this work, we successfully developed M2pep-conjugated MPs derived from AFP-overexpressing macrophages to load R848 (R848@M2pep-MPs_AFP_) for improved anti-PD-1 therapy in HCC. M2pep-MPs_AFP_ efficiently delivered R848 to M2-like TAMs and reprogrammed them to M1-like phenotype in virtue of the nature tumor tropism of macrophage-derived MPs and further M2pep modification. The R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs not only relieved tumor immunosuppressive microenvironment, but also functioned as APCs to present AFP antigen with the help of the adjuvant R848 to drive CD8^+^ T cell-mediated antigen-specific antitumor immunity. Here, there were some evidences to prove the importance of AFP antigen presentation in this system: (1) The activated CD8^+^ T cells by R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs possessed the strongest cytotoxicity against Hepa1-6 cells which expressed AFP, but not B16-OVA cells. (2) TAMs isolated from R848@M2pep-MPs_AFP_-treated orthotopic Hepa1-6 tumor-bearing mice could directly activate CD8^+^ T cells in vitro. (3) R848@M2pep-MPs_AFP_-treated group had the strongest ability to kill AFP_212_-labeled target cells using an antigen-specific in vivo killing assay. All these data supported that R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs could efficiently present AFP to activate antigen-specific CD8^+^ T cell antitumor immunity. Furthermore, more TCF1^+^ cells were localized in M1-like TAMs in R848@M2pep-MPs_AFP_-treated group, revealing that the R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs might provide an intra-tumoral niche to maintain and differentiate stem-like CD8^+^ T cells. Thus, R848@M2pep-MPs_AFP_ remarkably boosted anti-PD-1 therapy in HCC, inducing stem-like CD8^+^ T cell proliferation and differentiation into terminally exhausted CD8^+^ T cells to exert long-term antitumor effects. In addition, combination of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody generated strong antitumor immune memory to exert long-term antitumor effects, as evidenced by the facts that (1) a significant increase in the numbers of CD8^+^ Tem cells was detected in the spleens of R848@M2pep-MPs_AFP_ and anti-PD-1 antibody co-treated orthotopic Hepa1-6 tumor-bearing mice and DEN-induced autochthonous HCC models; (2) the highest frequency of IFNγ spot-forming splenocytes was detected in splenocytes isolated from the R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-treated mice after stimulation with AFP_212_ peptide by ELISPOT assay, and these splenocytes exhibited the strongest cytotoxicity against Hepa1-6 cells; (3) the almost cured subcutaneous Hepa1-6 tumor-bearing mice after R848@M2pep-MPs_AFP_ and anti-PD-1 antibody combination treatment resisted the re-challenge of Hepa1-6 cells, but not B16-OVA cells. Thus, this work challenged the general routine of activating antitumor immunity using DCs as APCs^58,59^, and efficiently overcame major limitations of anti-PD-1 therapy by reprogramming TAMs highly enriched in tumor tissues.

Cancer immunotherapies, which target neoantigens, could lead to a precise treatment for cancer patients^60,61^. In addition to the fabrication of R848@M2pep-MPs_AFP_ for enhanced anti-PD-1 therapy in HCC, R848@M2pep-MPs_OVA_ derived from a model antigen OVA-overexpressed macrophages were developed to significantly improve the therapeutic efficacy of anti-PD-1 antibody in B16-OVA tumor-bearing mice by reprogramming M2-like TAMs into M1-like phenotype, followed by presenting OVA to activate antigen-specific CD8^+^ T cell response and promoting the proliferation and differentiation of stem-like CD8^+^ T cells. This work revealed that the constructed platform could achieve personalized cancer immunotherapy with anti-PD-1 antibody by integrating personalized tumor antigens to macrophage-derived MPs. For example, R848@M2pep-MPs_Ag_ derived from RAW264.7 cells stably overexpressing the lung cancer-associated antigen melanoma-associated antigen (MAGE) A3 or pancreatic cancer-associated antigen MUCIN-4 (MUC4) might be used to treat lung cancer or pancreatic tumors, respectively.

Despite the encouraging efficacy of the combination of R848@M2pep-MP_Ag_ and anti-PD-1 antibody for cancer treatment, there remain some concerns about translating this platform from the bench to human clinical trials. Firstly, the precise prediction of tumor-specific neoantigens that can induce cytotoxic T cells in individual patients is essential. With the significant advances in cancer genomics using next-generation sequencing and bioinformatic technologies, the rapid identification and screening of tumor neoantigens were expected to accelerate the development of this personalized cancer immunotherapy for a broader range of cancer patients. Secondly, the macrophage resource for R848@M2pep-MPs_Ag_ construction is another critical issue. It would be better to use human peripheral blood monocyte-derived macrophages (MDMs) as the donor cells to prepare R848@M2pep-MPs_Ag_ in order to avoid the recognition by immune cells. However, the limited expansion and low efficiency of gene transfection of MDMs, which are the primary cells, restricts the large-scale production of MPs_Ag_. Thus, macrophages derived from human monocytic leukemia THP-1 cells might be instead used to produce MPs_Ag_. Thirdly, M2pep primarily serves as a proof-of-concept for targeting M2-like macrophages rather than a strategy that can be used to target human M2-like macrophages because of the differences in gene expression between human and mouse macrophages^42^. For translating this platform to human clinical trials, targeting ligands for human M2-like macrophages need to be further identified. Finally, the scale-up process, quality control standards for MP content, and drug loading efficiency in the GMP production department are required to expedite the clinical translation.

In summary, the data in this study show that R848@M2pep-MPs_AFP_ efficiently target and reprogram M2-like TAMs into M1-like phenotype. The R848@M2pep-MPs_AFP_-reprogrammed M2-like TAMs not only present AFP to activate antigen-specific CD8^+^ T cell antitumor immunity, but also provide an intra-tumoral niche to proliferate and differentiate stem-like CD8^+^ T cells to terminally exhausted CD8^+^ T cells to exert long-term antitumor effects in combination with anti-PD-1 antibody. Our work demonstrates a strong and personalized strategy to boost anti-PD-1 therapy.

## Methods

### Materials

RPMI 1640 medium, Dulbecco’s Modified Eagles Medium (DMEM) medium, phosphate-buffered saline (PBS), and trypsin were purchased from HyClone (GE Healthcare, South Logan, UT, USA). Fetal bovine serum (FBS), collagenase I, and penicillin/streptomycin were purchased from Gibco BRL/Life Technologies (Grand Island, NY, USA). Cytokines like recombinant mouse IL-4, macrophage colony stimulating factor (M-CSF), TNF-α, and IFNγ were obtained from PeproTech (Rocky Hill, NJ, USA). PKH26, IR780, LPS, FTY720, and DEN were obtained from Sigma-Aldrich (St Louis, MO, USA). R848 was purchased from MedChemExpress (Monmouth Junction, NJ, USA). 1,2-distearoyl-sn-glycero-3-phosphoethanolamine -*N*-[maleimide (polyethyleneglycol)] (DSPE-PEG-Mal) was provided by Ponsure (Shanghai, China). The anti-CD8, anti-CD4, anti-NK1.1, and anti-PD-1 antibodies were purchased from BioXcell (West Lebanon, NH, USA). Clodronate liposome was obtained from Yeasen (Shanghai, China). The peptides M2pep (CYEQDPWGVKWWYK), AFP_212_ (GSMLNEHVM), and OVA_257-264_ (SIINFEKL) were synthesized by Bankpeptide Biological Technology Co., Ltd. (Hefei, China). Matrigel was purchased from Corning (New York, NY, USA). The SIINFEKL-H-2Kb tetramer was obtained from HelixGen (Guangzhou, China). Antibodies used for flow cytometric analysis were purchased from BioLegend (San Diego, CA, USA).

### Cells and animals

H22 and RAW264.7 cells were provided from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). B16-OVA cells were kindly provided by Prof. Bo Huang (Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences, Beijing, China). Hepa1-6 cells were purchased from Boster Biological Technology Ltd (Wuhan, China). RAW264.7 and Hepa1–6 cells were cultured in DMEM medium, and H22 and B16-OVA cells were cultured in RPMI 1640 medium containing 10% FBS and 1% penicillin/streptomycin in a 5% CO_2_ incubator at 37 °C. Murine BMDMs were obtained as previously described^19^. Briefly, the C57BL/6 male mice (6–8 weeks old) were anesthetized and sacrificed, and bone marrow cells were isolated from femurs and tibia and then cultured in RPMI 1640 complete growth medium containing 20 ng mL^−1^ recombinant mouse M-CSF for 5 days. RAW264.7 cells or BMDMs were treated with 20 ng mL^−1^ IFNγ and 100 ng mL^−1^ LPS for 24 h to acquire M1-like macrophages, and M2-like macrophages were acquired by treating RAW264.7 cells or BMDMs with 20 ng mL^−1^ IL-4 for 24 h.

RAW264.7_AFP_ cells were constructed by infecting RAW264.7 cells with lentivirus expressing murine AFP gene. Briefly, 293 T cells were transfected with the plasmids including psPAX2, pM2.GVSVG and pCDH-CMV-MCS-EF1-Puro-AFP at the ratio of 3:1:4 (total 16 μg) using 20 μL polyethyleneimine (PEI). The viruses were harvested through 0.45 μm filters and titred 48-72 h later. RAW264.7 cells were seeded on 12-well plates and infected with 5 × 10^6^ plaque formation unit (PFU) of AFP-expressing lentivirus for 24 h, followed by selection with 2 µg mL^−1^ puromycin to obtain RAW264.7_AFP_ cells. RAW264.7_OVA_ cells were constructed in a similar way using the plasmids psPAX2, pM2.GVSVG and pCDH-OVA-Zeocin.

Male or female C57BL/6 mice, male BALB/c mice and male C3H/HeN mice (6–8 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). Mice were housed in groups of 6 mice per individually ventilated cage in a 12 h light-dark cycle, with constant room temperature 21  ±  1 °C and relative humidity 40–70%. All mice had free access to food and water. Subcutaneous H22 or B16-OVA tumor-bearing mice were constructed by subcutaneously injecting 2 × 10^6^ H22 cells or 5 × 10^5^ B16-OVA cells per mouse into the right flanks of male BALB/c mice or male C57BL/6 mice. Subcutaneous Hepa1-6 tumor-bearing mice were constructed by subcutaneously injecting 3 × 10^6^ Hepa1-6 cells in 100 μL PBS/Matrigel (1:1) per mouse into the right flanks of male C57BL/6 mice. To establish orthotopic HCC mice, subcutaneous Heap1-6 tumor tissues reaching 500 mm^3^ were peeled and cut into about 2 mm × 2 mm × 2 mm pieces. Male C57BL/6 mice were anesthetized, and the tumor pieces were implanted into the left lobe of liver. To establish DEN-induced autochthonous HCC mice^39,41^, female C57BL/6 mice and male C3H/HeN mice were cross-bred to obtain B6C3 F_1_ mice. Then fifteen-day-old neonatal B6C3 F_1_ male mice were intraperitoneally injected with 50 mg kg^−1^ DEN. All animal experiments were carried out under the guidance of the Institutional Animal Care and Use Committee at Tongji Medical College, Huazhong University of Science and Technology (Wuhan, China). Maximum tumor volume is 1500 mm^3^ according to the Institutional Animal Care and Use Committee approved protocol, and mice were euthanized when tumor reached this volume.

### RNA-seq analysis

Mice bearing orthotopic Hepa1-6 tumors were intraperitoneally injected with PBS or anti-PD-1 antibody (clone RMP1-14, BioXcell) on day 10, 14, 18, 22, and 26. On day 27, the whole tumors were collected and the surrounding tissue was removed. The tumors that had an intermediate response were excluded, and three largest tumors (the nonresponsive tumors) and three smallest tumors (the responsive tumors) compared with PBS-treated group were frozen in liquid nitrogen immediately. The RNA extraction, library preparation and sequencing were performed by Novogene (Beijing, China).

### Preparation and characterization of R848@M2pep-MPs_AFP_

DSPE-PEG-M2pep was first synthesized by conjugating M2pep with DSPE-PEG-Mal via Michael addition reaction at room temperature for 4 h. RAW264.7 or RAW264.7_AFP_ cells were irradiated with ultraviolet (300 J m^−2^) for 1 h, followed by treatment with 0.2 mg mL^−1^ R848. After 12 h treatment, the cell supernatants were collected and centrifuged at 600 *g* for 10 min to remove the cells and cell debris, then centrifuged at 18,000 *g* for 1 h to collect R848@MPs or R848@MPs_AFP_. R848@MPs or R848@MPs_AFP_ were further incubated with DSPE-PEG-M2pep at a mass ratio of 50:1 at 4 °C for 24 h to prepare R848@M2pep-MPs or R848@M2pep-MPs_AFP_. The blank MPs, M2pep-MPs, MPs_AFP_ and M2pep-MPs_AFP_ were constructed in the same way without adding R848. The concentration of R848 in R848@M2pep-MPs_AFP_ was determined by HPLC system (Agilent 1100, USA). The chromatography was performed as follows: column, C18 column (5 × 250 mm, particle size 5 μm); mobile phase, acetonitrile-water containing 10% glacial acetic acid (2: 98, v/v, 0–2 min; 100: 0, v/v, 2–12 min; 2: 98, v/v, 12–25 min); flow rate, 0.5 mL min^−1^; detection wavelength, 320 nm. The hydrodynamic diameter and zeta potential of R848@M2pep-MPs_AFP_ were determined by Zetasizer Nano ZS 90 (Malvern Instruments Ltd., Worcestershire, UK). Their morphology was observed by AFM (Multi-Mode 8, Bruker, Santa Barbara, USA). In vitro R848 release from R848@M2pep-MPs and R848@M2pep-MPs_AFP_ was determined by dialysis method. Briefly, R848@M2pep-MPs or R848@M2pep-MPs_AFP_ (10 μg R848 content) were put into the dialysis bags with the molecular weight cut-off of 2000 Da, submerged into 10 mL of PBS at different pH values, and then stirred with 300 rpm at 37 °C. 0.1 mL of sample solution was collected and replaced with equal volume of fresh PBS at the indicated time intervals. R848 content in sample solution was detected by HPLC.

### Cellular uptake and intracellular trafficking

For the cellular uptake analysis, M0, M1, M2-like macrophages and Hepa1-6 cells were incubated with PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the concentration of 10 μg protein mL^−1^ in the presence or absence of 5 μg mL^−1^ M2pep for 4 h. The cells were washed with PBS for three times and intracellular PKH26 fluorescence was detected using flow cytometry (CytoFlex S, Beckman Coulter, Fullerton, CA, USA). For the intracellular trafficking analysis, M2-like macrophages were treated with 10 μg protein mL^−1^ of RhB-loaded DiO-labeled MPs_AFP_ or M2pep-MPs_AFP_. At the designated time intervals, the cells were labeled with 75 nM LysoTracker® Deep Red (ThermoFisher Scientific, USA) for lysosomes, and 1 µg mL^−1^ DAPI (Yeason, Shanghai, China) for nuclei after fixing with 4% paraformaldehyde. The fluorescence images of cells were observed by confocal microscopy (FV3000, Olympus, Tokyo, Japan).

### Bio-distribution in vivo

Orthotopic Hepa1-6 tumor-bearing mice at 15 days after tumor inoculation were intravenously administrated with IR-780-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the dosage of 15 mg protein kg^−1^. At 24 h after injection, the mice, and the stripped major tissues (heart, normal liver, spleen, lung and kidney) and tumors were imaged by a Caliper IVIS Lumina II in vivo imaging system (PerkinElmer, Waltham, MA, USA).

### Cellular uptake in vivo

Orthotopic Hepa1-6 tumor-bearing mice at 15 days after tumor inoculation were intravenously administrated with PKH26-labeled MPs, M2pep-MPs, MPs_AFP_ or M2pep-MPs_AFP_ at the dosage of 15 mg protein kg^−1^. At 24 h post-injection, the mice were sacrificed, and the livers, spleens, lungs, kidneys and tumors were harvested. The tissues were minced with scissors and then incubated with RPMI 1640 medium containing 0.8 mg mL^−1^ collagenase I and 5 μg mL^−1^ DNase I at 37 °C for 30 min. The homogenates were passed through a 200-mesh cell strainer, treated with red blood cells lysis buffer and then washed with PBS to acquire single cell suspensions. For PKH26 fluorescence analysis in macrophages (TAMs, Kupffer cells, splenic macrophages, pulmonary macrophages and renal macrophages), the cells were stained with PerCP/Cyanine5.5 anti-CD11b (Biolegend, cat. No 101228, clone M1/70, 1/80 dilution) and Brilliant Violet 421^TM^ anti-F4/80 (Biolegend, cat. No 123137, clone BM8, 1/100 dilution). For PKH26 fluorescence analysis in M1/M2-like TAMs, the cells were stained with PerCP/Cyanine5.5 anti-CD11b, Brilliant Violet 421^TM^ anti-F4/80, PE/Cyanine7 anti-CD80 (Biolegend, cat. No 104734, clone 16-10A1, 1/50 dilution) or APC anti-CD206 (Biolegend, cat. No 141708, clone C068C2, 1/50 dilution). For PKH26 fluorescence analysis in T cells, the cells were stained with Brilliant Violet 510^TM^ anti-CD45 (Biolegend, cat. No 103137, clone 30-F11, 1/20 dilution) and PE/Cyanine7 anti-CD3 (Biolegend, cat. No 100220, clone 17A2, 1/100 dilution). For PKH26 fluorescence analysis in DCs, the cells were stained with APC anti-CD45 (Biolegend, cat. No 103112, clone 30-F11, 1/100 dilution), Brilliant Violet 421^TM^ anti-F4/80 and PE/Cyanine7 anti-CD11c (Biolegend, cat. No 117317, clone N418, 1/80 dilution). For PKH26 fluorescence analysis in MDSCs, the cells were stained with APC anti-CD45, PerCP/Cyanine5.5 anti-CD11b and Brilliant Violet 421 anti-Ly-6G/Ly-6C (Gr-1) (Biolegend, cat. No 108433, clone RB6-8C5, 1/20 dilution). For PKH26 fluorescence analysis in Tregs, cells were firstly stained with Brilliant Violet 510^TM^ anti-CD45, PE/Cyanine7 anti-CD3, PerCP/Cyanine5.5 anti-CD4 (Biolegend, cat. No 100539, clone RM4-5, 1/80 dilution) and APC anti-CD25 (Biolegend, cat. No 102011, clone PC61, 1/100 dilution). After surface staining, the cells were further treated with transcription factor buffer set (BD pharmingen, cat. No 562574) and re-stained with Brilliant Violet 421^TM^ anti-FoxP3 (Biolegend, cat. No 126419, clone MF-14, 1/50 dilution). All antibodies were used in accordance with the manufacturer’s instructions and incubated with cells for 30 min in dark at room temperature. The samples were analyzed by flow cytometry.

### Reprogramming of M2-like macrophages

IL-4-stimulated RAW264.7 cells or BMDMs were treated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 2 nM for 24 h. The cells were collected and washed three times with PBS. For protein expression analysis of M1- and M2-releated markers, the cells were stained with PE anti-CD80 (Biolegend, cat. No 104708, clone 16-10A1, 1/50 dilution), PE/Cyanine7 anti-CD86 (Biolegend, cat. No 105116, clone PO3, 1/50 dilution), APC anti-I-A/I-E (MHC II) (Biolegend, cat. No 107613, clone M5/114.15.2, 1/100 dilution) or FITC anti-CD206 (MMR) (Biolegend, cat. No 141703, clone C068C2, 1/500 dilution) for flow cytometric analysis. For the mRNA expression analysis of M1-related (*CD80*, *CD86*, *TNF-α*, *iNOS*, *CXCL9* and *CXCL10*) and M2-releated markers (*Mgl1* and *Mrc1*), the total RNA from cells collected as described above was extracted using the TRIzol (Takara, Frankfurt, Germany), and complementary DNA (cDNA) was synthesized using a PrimeScript RT reagent kit (Takara, Frankfurt, Germany). RT-qPCR was performed using QuantStudio 3 real-time PCR system (ThermoFisher Scientific, USA). The used primer sequences were as follows: mouse *GAPDH* (F: 5′-GTTCCTACCCCCAATGTGTCC-3′, R: 5′-TAGCCCAAGATGCCCTTCAGT-3′); mouse *CD80* (F: 5′- TGCTGCTGATTC GTCTTTCAC-3′, R: 5′- GAGGAGAGTTGTAACGGCAAG-3′); mouse *CD86* (F: 5′-TTGTGTGTGTTCTGGAAACGGAG-3′, R: 5′-AACTTAGAGGCTGTGTTGCT GGG-3′); mouse *TNF-α* (F: 5′- GACGTGGAACTGGCAGAAGAG-3′, R: 5′-TTGG TGGTTTGTGAGTGTGAG-3′); mouse *iNOS* (F: 5′-GATGTTGAACTATGTCCTAT CTCC-3′, S: 5′-GAACACCACTTTCACCAAG AC-3′); mouse *Mgl1* (F: 5′-AGAA AACCCAAGAGCCTGGT-3′, R: 5′-GAGGCC CAGGGAGAACAG-3′); mouse *Mrc1* (F: 5′-ATGGGCAACATCGAGCAGAA-3′, R: 5′-AAACCAATGCAACCCA GTGC-3′); mouse *CXCL9* (F: 5′-TCCTTTTGGGCAT CATCTTCC-3′, R: 5′-TTTGT AGTGGATCGTGCCTCG′); mouse *CXCL10* (F: 5′-CCAAGTGCTGCCGTCAT TTTC-3′, R: 5′-GGCTCGCAGGGATGATTTCAA -3′), which were synthesized by Tsingke Biotechnology Co., Ltd. (Beijing, China).

### Cytotoxicity of reprogrammed M2-like macrophages against tumor cells

IL-4-stimulated RAW264.7 cells were treated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 2 nM for 24 h and the supernatants were then collected as conditional media. The conditional media was used to treat Hepa1-6 cells in the presence or absence of Etan (0.5 μg mL^−1^) for 24 h. The cell viability of Hepa1-6 cells was measured by CCK-8 assay according to the manufacturer’s instructions.

### Phagocytosis of tumor cells by reprogrammed M2-like macrophages

IL-4-stimulated RAW264.7 cells were treated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 2 nM for 24 h. The treated M2-like macrophages labeled with DiD were co-cultured with DiO-labeled Hepa1-6 cells at a ratio of 1:1 at 37 °C for 4 h. The phagocytosis of Hepa1-6 cells by macrophages was determined as the ratio of the numbers of DiD^+^DiO^+^ cells to DiD^+^ cells by flow cytometry.

### T cell proliferation, activation and cytotoxicity against tumor cells in vitro

Naïve CD8^+^ T cells were isolated from the spleens of healthy C57BL/6 mice using MojoSort™ Mouse CD8 T Cell Isolation Kit (Biolegend, San Diego, CA, USA) according to the manufacturer’s instructions, and then cultured in complete RPMI 1640 medium containing 20 ng mL^−1^ IL-2 for further use. To assess T cell proliferation, fresh CD8^+^ T cells were pre-labeled with 2 μM CFSE. M2-like macrophage were pretreated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 2 nM for 24 h. The CFSE-labeled CD8^+^ T cells were co-cultured with the pretreated M2-like macrophages at a ratio of 1:1 for 3 days^60,62^. The cells were collected and then stained with PE/Cyanine7 anti-CD8a (Biolegend, cat. No 100722, clone 53-6.7, 1/80 dilution) for flow cytometric analysis. The CD8^+^ T cell proliferation was indicated by CFSE dilution.

To detect CD8^+^ T cell activation, CD8^+^ T cells were co-cultured with the above pretreated M2-like macrophages at a ratio of 1:1 for 5 days^63^. The cells were collected, treated with 1 mL cell activation Cocktail with brefeldin A (Biolegend, cat. No 423403) at 37 °C for 2 h, stained with PE/Cyanine7 anti-CD8a and then fixed in 0.5 mL Fixation Buffer (Biolegend, cat. No 420801). The cells were resuspended in Intracellular Staining Perm Wash Buffer (Biolegend, cat. No 421002) and then stained with APC anti-IFNγ (Biolegend, cat. No 505810, clone XMG1.2, 1/20 dilution) or PE anti-GzmB (Biolegend, cat. No 372208, clone QA16A02, 1/20 dilution) for flow cytometric analysis. To assess the antigen specific CD8^+^ T cell cytotoxicity against tumor cells, 1 × 10^4^ Hepa1-6 cells or B16-OVA cells (target cells) were cultured in 96-well plates. The above treated CD8^+^ T cells (effector cells) were added at the different effector cells: target cells ratio. After 6 h incubation, the cytotoxic effect of CD8^+^ T cells against tumor cells were determined by LDH assay (Dojindo, Kumamoto, Japan).

### T cell proliferation and activation ex vivo

The orthotopic Hepa1-6 tumor-bearing mice at 10 days after inoculation were intravenously administrated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 0.5 mg kg^−1^ every three days for six times. At 24 h after the last administration, single cell suspension of tumor tissues was obtained and stained with FITC anti-CD11b (Biolegend, cat. No 101206, clone M1/70, 1/200 dilution) and APC anti-F4/80 (Biolegend, cat. No 123116, clone BM8, 1/100 dilution). The CD11b^+^F4/80^+^ TAMs were sorted by flow cytometers MoFlo XDP (Beckman Coulter, Fullerton, CA, USA). To assess the T cell proliferation and activation, the CFSE-labeled CD8^+^ T cells isolated from health C57BL/6 mice were co-cultured with the above sorted TAMs at a ratio of 1:1 for five days. The cells were collected and then stained with PE/Cyanine7 anti-CD8a, APC anti-IFNγ or PE anti-GzmB for flow cytometric analysis.

### AFP-specific CD8^+^ T cell cytotoxicity against tumor cells in vivo

The orthotopic Hepa1-6 tumor-bearing mice were intravenously administrated with PBS, R848@M2pep-MPs or R848@M2pep-MPs_AFP_ at the R848 concentration of 0.5 mg kg^−1^ every three days for six times. On day 3 after the last administration, the naive splenocytes from healthy C57BL/6 mice were incubated with 5 μg mL^−1^ AFP_212_ peptide (GSMLNEHVM) for 1.5 h and labeled with high concentration of CFSE (5 μM), or incubated with 5 μg mL^−1^ OVA_257-264_ peptide (SIINFEKL) for 1.5 h and labeled with low concentration of CFSE (0.5 μM). Then 1 × 10^7^ CFSE^high^- and CFSE^low^-labeled splenocytes at a ratio of 1:1 were intravenously injected into Hepa1-6 tumor-bearing mice. After 24 h, the CFSE^high^- and CFSE^low^-labeled splenocytes in spleens were analyzed by flow cytometry. The percentage of antigen-specific lysis was calculated as follows: antigen-specific lysis (%)= [1-(non-transferred control ratio/experimental ratio)] × 100, ratio = %CFSE^low^ (peak): %CFSE^high^ (peak)^60^.

### In vivo antitumor activity

When tumor volume of subcutaneous Hepa1-6 tumor-bearing mice reached about 150–200 mm^3^, or orthotopic Hepa1-6 tumor-bearing mice were inoculated for 10 days, PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 0.5 mg kg^−1^ were intravenously administrated into the mice every three days for six times with or without intraperitoneal injection of anti-PD-1 antibody (5 mg kg^−1^) every 4 days for four times. For the anticancer activity experiment in subcutaneous B16-OVA tumor-bearing mice, PBS, MPs, M2pep-MPs, MPs_OVA_, M2pep-MPs_OVA_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_OVA_ or R848@M2pep-MPs_OVA_ at the R848 concentration of 0.5 mg kg^−1^ were intravenously administrated into the mice every two days for six times with or without intraperitoneal injection of anti-PD-1 antibody (5 mg kg^−1^) every 4 days for four times when the tumor volume reached about 50 mm^3^. The tumor volume was measured in subcutaneous Hepa1-6 and B16-OVA tumor-bearing mice according to the formula: width^2 ^× length × 0.5. At day 80 after tumor inoculation, the R848@M2pep-MPs_AFP_ and anti-PD-1 antibody-cured subcutaneous Hepa1-6 tumor-bearing mice or naïve mice were re-challenged with 3 × 10^6^ Hepa1-6 cells in the left flank and 5 × 10^5^ B16-OVA cells in the right flank. The tumor volume was calculated every other day and the effect of long-term antitumor immune memory was evaluated. For orthotopic Hepa1-6 tumor-bearing mice, part of the mice were sacrificed at 26 days after tumor inoculation. The tumor-bearing livers were isolated and photographed, and tumors were separated and weighed. The rest of the mice were used for long-term survival analysis.

To evaluate anticancer activity in DEN-induced HCC, DEN-treated B6C3 F_1_ mice were intravenously injected PBS or R848@M2pep-MPs_AFP_ at the R848 concentration of 0.5 mg kg^−1^ every Monday and Thursday for four weeks with or without intraperitoneal injection of anti-PD-1 antibody (5 mg kg^−1^) every Wednesday for four times. At 30 weeks, part of the mice were sacrificed, and liver tissue was collected to count tumor nodule numbers and weight. Some of liver tissues were fixed with 4% paraformaldehyde, sectioned, and stained with H&E to analyze tumor nodules. The rest of the mice were used to monitor long-term survival.

### Tumor immune microenvironment analysis

When Hepa1-6 tumor-bearing mice, DEN-induced autochthonous HCC mice or B16-OVA-bearing mice were sacrificed after treatment, the tumors, spleens or tumor-draining lymph nodes were collected to acquire single cell suspensions. For M1/M2-like TAM analysis, the cells were stained with PerCP/Cyanine5.5 anti-CD11b, Brilliant Violet 421^TM^ anti-F4/80, PE anti-CD80, PE/Cyanine7 anti-CD86, APC anti-I-A/I-E (MHC II) or FITC anti-CD206. For CD8^+^ T cell proliferation analysis, the cells were stained with FITC anti-CD45, PE anti-CD3 (Biolegend, cat. No 100206, clone 17A2, 1/100 dilution), PE/Cyanine7 anti-CD8a and APC anti-Ki-67 (Biolegend, cat. No 652405, clone 16A8, 1/100 dilution). For CD8^+^ T cell activation analysis, the cells were treated with 1 mL cell activation Cocktail with brefeldin A at 37 °C for 2 h, stained with FITC anti-CD45, PerCP/Cyanine5.5 anti-CD3 (Biolegend, cat. No 100218, clone 17A2, 1/20 dilution) and PE/Cyanine7 anti-CD8a, and then fixed in Fixation Buffer and resuspended in Intracellular Staining Perm Wash Buffer for staining with APC anti-IFNγ or PE anti-GzmB. For memory CD8^+^ T cell analysis, the cells were stained with PerCP/Cyanine5.5 anti-CD45 (Biolegend, cat. No 103132, clone 30-F11, 1/80 dilution), APC anti-CD3 (Biolegend, cat. No 100236, clone 17A2, 1/50 dilution), PE/Cyanine7 anti-CD8a, FITC anti-CD44 (Biolegend, cat. No 103005, clone IM7, 1/200 dilution) and PE anti-CD62L (Biolegend, cat. No 104407, clone MEL-14, 1/100 dilution). For exhausted CD8^+^ T cell or OVA-specific exhausted CD8^+^ T cell analysis, the cells were stained with Brilliant Violet 510^TM^ anti-CD45, FITC anti-CD3 (Biolegend, cat. No 100204, clone 17A2, 1/50 dilution), PE/Cyanine7 anti-CD8a, PE-labeled SIINFEKL-H-2Kb tetramer and Brilliant Violet 421^TM^ anti-CD279 (PD-1) (Biolegend, cat. No 135221, clone 29 F.1A12, 1/200 dilution). The cells were then treated with transcription factor buffer set and re-stained with Alexa Fluor® 647 anti-TCF1 (Biolegend, cat. No 655204, clone 7F11A10, 1/20 dilution) and Alexa Fluor® 700 anti-GzmB (Biolegend, cat. No 372222, clone QA16A02, 1/20 dilution). For MDSC analysis, the cells were stained with FITC anti-CD45, PerCP/Cyanine5.5 anti-CD11b and APC anti-Ly-6G/Ly-6C (Gr-1) (Biolegend, cat. No 108412, clone RB6-8C5, 1/100 dilution). For Treg analysis, the cells were firstly stained with FITC anti-CD45, PE/Cyanine7 anti-CD3, PerCP/Cyanine5.5 anti-CD4 and APC anti-CD25. The cells were then treated with transcription factor buffer set and re-stained with Brilliant Violet 421^TM^ anti-FoxP3. All antibodies were used according to the manufacturer’s instructions and incubated with the cells for 30 min in dark at room temperature for flow cytometric analysis. Gating strategies of macrophages and immune cell populations have been described as indicated in Supplementary Fig. 46. Meanwhile, the peripheral blood of orthotopic Hepa1-6 tumor-bearing mice after treatment was collected, centrifuged at 1,500 *g* at 4 °C for 10 min and the contents of TNF-α and IFNγ were determined using ELISA kits according to manufacturer’s instruction (DAKEWE, China).

### T cell recruitment

T cell recruitment assay was performed using 5-μm transwell filter (Corning Costar). IL-4-stimulated RAW264.7 cells were treated with PBS, MPs, M2pep-MPs, MPs_AFP_, M2pep-MPs_AFP_, R848, R848@MPs, R848@M2pep-MPs, R848@MPs_AFP_ or R848@M2pep-MPs_AFP_ at the R848 concentration of 2 nM for 24 h. 600 μL of the supernatants of the above cells in the presence or absence of Etan (0.5 μg mL^−1^) was added into the bottom chambers and T lymphocytes isolated from the spleens of healthy C57BL/6 were seeded in the top chambers. After 6 h incubation, the CD45^+^CD3^+^CD8^+^ T cells in bottom chambers were detected by flow cytometry.

### Antigen-specific immunological memory

For ELISPOT evaluation, 5 × 10^5^ cells splenocytes isolated from the orthotopic Hepa1-6 tumor bearing mice after treatment were seeded into the wells of ELISPOT plates (Biolegend, San Diego, CA, USA) and incubated with 10 µg mL^−1^ AFP_212_ or OVA_257-264_ peptide at 37 °C in 5% CO_2_ for 24 h. The cells were lysed and the amounts of IFNγ spot-forming cells were determined by an automated ELISPOT Plate Reader (ASTORTM, Mabtech, Sweden).

To evaluate the antigen-specific cytotoxicity, 1 × 10^7^ splenocytes isolated from the orthotopic Hepa1-6 tumor bearing mice after treatment were seeded in 6-well plates, incubated with 10 µg mL^−1^ AFP_212_ or OVA_257-264_ at 37 °C in 5% CO_2_ for 5 days and then isolated CD8^+^ T cells using MojoSort™ mouse CD8 T cell isolation kit (Biolegend, San Diego, CA, USA). 1 × 10^4^ Hepa1-6 cells and 1 × 10^5^ isolated CD8^+^ T cells were co-incubated for 6 h and the cytotoxicity of CD8^+^ T cells against Hepa1-6 cells was determined by LDH assay.

### Statistical analysis

Data are presented as means ± sd except that tumor volumes are presented as means ± sem. Comparison between two groups was performed using unpaired two-tailed Student’s *t*-test. For comparison of multiple groups, one-way ANOVA or two-way ANOVA was used followed by Tukey’s honest significant difference (HSD) post-hoc test or Bonferroni’s multiple comparisons post-test, except where otherwise noted. Statistical analysis was performed using GraphPad Prism 7.0 (GraphPad Software, CA) software. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The tumor RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE224237. The remaining data supporting the results of this study are available within the Article, Supplementary Information, or Source Data File. Source data are provided in this paper.

# Supplementary material for: Cell microparticles loaded with tumor antigen and resiquimod reprogram tumor-associated macrophages and promote stem-like CD8+ T cells to boost anti-PD-1 therapy
**Source:** Nat Commun. 2023 Sep 13;14:5653. doi: 10.1038/s41467-023-41438-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow-cytometry data were collected with CytoFLEX S. Images were collected with imaging softwares, such as Caliper IVIS Lumina II for in vivo and ex vivo image, Multi-Mode 8 for AFM images, ELISPOT Plate Reader for IFN $\gamma$ spot image and Panoramic MIDI for image of H & E staining. |
| Data analysis   | CytExpert (Ver.2.4.) and Flowjo (Ver.10.5.3) were used to analyse flow-cytometric data; Statistical analysis was performed using GraphPad Prism 7.                                                                                                                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available within the paper and its Supplementary information files, or are available from the corresponding authors upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes of this study were determined on the basis of similar published studies (Liang, et al. Nat Biomed Eng 3(9): 729-740; Yong, et al. Nat Commun 10(1): 3838; Wei, et al. Nat Commun 12(1):440). In antitumor experiments, 5-10 mice each group were used to evaluate tumor volume; 5-6 mice each group were used to evaluate tumor weight or tumor nodules; 6-10 mice each group were used to analyze survival time of tumor-bearing mice; 5-6 mice each group were used to analyze tumor microenvironment; three mice each group were used to analyze bio-distribution and cellular uptake in vivo; five mice each group were used to analyze AFP-specific CD8+ T cell cytotoxicity against tumor cells in vivo. For other in vitro experiments, the sample size for each group was 3-5. |
| Data exclusions | No data were excluded in the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | Experiments were independently repeated as indicated and experimental findings were reproducible (described in figure legends for further details).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | All samples were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Investigators were blinded during tumor inoculation and animal grouping. Survival data were determined by blinded staff. But investigators were not blinded to group allocation in tumour volume, tumor nodules and tumor weight measurement, because scientists must keep careful track of conditions, it would be exceedingly difficult to blind such studies. For in vitro experiments, blinding was impossible because a single investigator processed all steps of the experiment, and there was no step that introduced personal bias.                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

Antibodies used included those for:

(1) Western blot: anti-alpha 1 Fetoprotein (Abcam, cat. No ab213328, clone EPR20667, 1/1000 dilution), anti-Ovalbumin (Abcam, cat. No ab17293, clone 6C8, 1/1000 dilution), anti-β-Actin (CST, cat. No 4970S, clone 13E5, 1/1000 dilution).

(2) Immunofluorescent staining: anti-F4/80 (Sercivebio, cat. No gb113373, 1/3000 dilution), CD11c (Servicebio, cat. No gb11059, 1/200 dilution); anti-TCF-1 (Sercivebio, cat. No gb111378, 1/3000 dilution), Anti-CD86 (CST, cat. No 19589S, clone E5W6H, 1/200 dilution).

(3) Antibodies for anticancer effect study: Anti-CD4 antibody (BioXcell, cat. BE0003-1, clone GK1.5, 100 μ per mouse), Anti-CD8 antibody (BioXcell, cat. BE0061, clone 2.43, 100 μ per mouse), Anti-NK1.1 antibody (BioXcell, cat. BE0036, clone PK136, 100 μ per mouse), Anti-PD-1 antibody (BioXcell, cat. BE0146, clone RMP1-14, 5 mg/kg),

(4) Flow cytometer:

anti-mouse CD11b PerCP/Cyanine5.5 (Biolegend, cat. No 101228, clone M1/70, 1/80 dilution),

anti-mouse CD11b FITC (Biolegend, cat. No 101206, clone M1/70, 1/200 dilution),

anti-mouse F4/80 Brilliant Violet 421TM (Biolegend, cat. No 123137, clone BM8, 1/100 dilution),

anti-mouse F4/80 APC (Biolegend, cat. No 123116, clone BM8, 1/100 dilution),

anti-mouse CD80 PE/Cyanine7 (Biolegend, cat. No 104734, clone 16-10A1, 1/50 dilution),

anti-mouse CD80 PE (Biolegend, cat. No 104708, clone 16-10A1, 1/50 dilution),

anti-mouse CD86 PE/Cyanine7 (Biolegend, cat. No 105116, clone PO3, 1/50 dilution),

anti-mouse I-A/I-E (MHC II) APC (Biolegend, cat. No 107613, clone M5/114.15.2, 1/100 dilution),

anti-mouse CD206 APC (Biolegend, cat. No 141708, clone C068C2, 1/50 dilution),

anti-mouse CD206 (MMR) FITC (Biolegend, cat. No 141703, clone C068C2, 1/500 dilution),

anti-mouse H-2Kb bound to SIINFELK PE (Biolegend, cat. No 141604, clone 25-D1.16, 1/100 dilution)

anti-mouse CD45 Brilliant Violet 510TM (Biolegend, cat. No 103137, clone 30-F11, 1/20 dilution),

anti-mouse CD45 APC (Biolegend, cat. No 103112, clone 30-F11, 1/100 dilution),

anti-mouse CD45 PerCP/Cyanine5.5 (Biolegend, cat. No 103132, clone 30-F11, 1/80 dilution),

anti-mouse PD-L1 PE (Biolegend, cat. No 124308, clone 10F.9G2, 1/80 dilution),

anti-mouse CD3 PE/Cyanine7 (Biolegend, cat. No 100220, clone 17A2, 1/100 dilution),

anti-mouse CD3 PE (Biolegend, cat. No 100206, clone 17A2, 1/100 dilution),

anti-mouse CD3 PerCP/Cyanine5.5 (Biolegend, cat. No 100218, clone 17A2, 1/20 dilution),

anti-mouse CD3 APC (Biolegend, cat. No 100236, clone 17A2, 1/50 dilution),

anti-mouse CD3 FITC (Biolegend, cat. No 100204, clone 17A2, 1/50 dilution),

anti-mouse CD4 PerCP/Cyanine5.5 (Biolegend, cat. No 100539, clone RM4-5, 1/80 dilution),

anti-mouse CD8a PE/Cyanine7 (Biolegend, cat. No 100722, clone 53-6.7, 1/80 dilution),

anti-mouse CD11c PE/Cyanine7 (Biolegend, cat. No 117317, clone N418, 1/80 dilution),

anti-mouse Ly-6G/Ly-6C (Gr-1) Brilliant Violet 421TM (Biolegend, cat. No 108433, clone RB6-8C5, 1/20 dilution),

anti-mouse Ly-6G/Ly-6C (Gr-1) APC (Biolegend, cat. No 108412, clone RB6-8C5, 1/100 dilution).

anti-mouse CD25 APC (Biolegend, cat. No 102011, clone PC61, 1/100 dilution),

anti-mouse FoxP3 Brilliant Violet 421TM (Biolegend, cat. No 126419, clone MF-14, 1/50 dilution),

anti-mouse IFNγ APC (Biolegend, cat. No 505810, clone XMG1.2, 1/20 dilution),

anti-human/mouse GzmB PE (Biolegend, cat. No 372208, clone QA16A02, 1/20 dilution),

anti-human/mouse GzmB Alexa Fluor® 700 (Biolegend, cat. No 372222, clone QA16A02, 1/20 dilution),

anti-mouse Ki-67 APC (Biolegend, cat. No 652405, clone 16A8, 1/100 dilution),

anti-mouse CD44 FITC (Biolegend, cat. No 103005, clone IM7, 1/200 dilution),

anti-mouse CD62L PE (Biolegend, cat. No 104407, clone MEL-14, 1/100 dilution),

anti-mouse CD279 (PD-1) Brilliant Violet 421TM (Biolegend, cat. No 135221, clone 29F.1A12, 1/200 dilution),

Alexa Fluor® 647 anti-TCF1 (TCF7) antibody (Biolegend, cat. No 655204, clone 7F11A10, 1/20 dilution).

which were used according to manufacturers' instructions.

## Validation

All antibodies were verified by the manufacturers and all validation statements can be found on the respective antibody website:

anti-alpha 1 Fetoprotein <https://www.abcam.cn/alpha-1-fetoprotein-antibody-epr20667-ab213328.html>;

anti-Ovalbumin <https://www.abcam.cn/ovalbumin-antibody-6c8-ab17293.html>;

anti-β-Actin [https://www.cellsignal.cn/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970?site-search-type=Products&N=4294956287&Ntt=4970s&fromPage=plp&\\_requestid=707340](https://www.cellsignal.cn/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970?site-search-type=Products&N=4294956287&Ntt=4970s&fromPage=plp&_requestid=707340);

anti-F4/80 Rabbit polyclonal antibody <https://www.servicebio.cn/goodsdetail?id=6567>;

anti-CD11c Rabbit olyclonal antibody <https://www.servicebio.com/goodsdetail?id=41340>;

anti-TCF-1 <https://www.servicebio.cn/goodsdetail?id=3759>;

anti-CD86 Rabbit mAb [https://www.cellsignal.cn/products/primary-antibodies/cd86-e5w6h-rabbit-mab/19589?site-search-type=Products&N=4294956287&Ntt=19589s&fromPage=plp&\\_requestid=707732](https://www.cellsignal.cn/products/primary-antibodies/cd86-e5w6h-rabbit-mab/19589?site-search-type=Products&N=4294956287&Ntt=19589s&fromPage=plp&_requestid=707732);

anti-mouse/human CD11b PerCP/Cyanine5.5 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd11b-antibody-4257>;

anti-mouse/human CD11b FITC <https://www.biolegend.com/en-us/products/fits-anti-mouse-human-cd11b-antibody-347>;

anti-mouse F4/80 Brilliant Violet 421TM <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-f4-80-antibody-7199>;

anti-mouse F4/80 APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-f4-80-antibody-4071>;

anti-mouse CD80 PE/Cyanine7 <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd80-antibody-9320>;

anti-mouse CD80 PE <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd80-antibody-43>;

anti-mouse CD86 PE/Cyanine7 <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd86-antibody-3045>;

anti-mouse I-A/I-E (MHC II) APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-i-a-i-e-antibody-2488>;  
 anti-mouse CD206 (MMR) APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd206-mmr-antibody-7425>;  
 anti-mouse CD206 (MMR) FITC <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd206-mmr-antibody-7318>;  
 anti-mouse H-2Kb bound to SIINFEKL PE <https://www.biolegend.com/en-us/products/pe-anti-mouse-h-2kb-bound-to-siinfekl-antibody-7247>;  
 anti-mouse CD45 Brilliant Violet 510TM <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-cd45-antibody-7995>;  
 anti-mouse CD45 APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd45-antibody-97>;  
 anti-mouse PD-L1 PE <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd274-b7-h1-pd-l1-antibody-4497>;  
 anti-mouse CD45 PerCP/Cyanine5.5 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd45-antibody-4264>;  
 anti-mouse CD3 PE/Cyanine7 <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd3-antibody-6060>;  
 anti-mouse CD3 PE <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd3-antibody-47>;  
 anti-mouse CD3 PerCP/Cyanine5.5 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd3-antibody-5596>;  
 anti-mouse CD3 APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd3-antibody-8055>;  
 anti-mouse CD3 FITC <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd3-antibody-45>;  
 anti-mouse CD4 PerCP/Cyanine5.5 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd4-antibody-4230>;  
 anti-mouse CD8a PE/Cyanine7 <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>;  
 anti-mouse CD11c PE/Cyanine7 <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>;  
 anti-mouse Ly-6G/Ly-6C (Gr-1) Brilliant Violet 421TM <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-ly-6g-ly-6c-gr-1-antibody-7201>;  
 anti-mouse Ly-6G/Ly-6C (Gr-1) APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-456>;  
 anti-mouse CD25 APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd25-antibody-420>;  
 anti-mouse FoxP3 Brilliant Violet 421TM <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-foxp3-antibody-12143>;  
 anti-mouse IFN $\gamma$  APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-ifn-gamma-antibody-993>;  
 anti-human/mouse GzmB PE <https://www.biolegend.com/en-us/products/pe-anti-human-mouse-granzyme-b-recombinant-antibody-14431>;  
 anti-human/mouse GzmB Alexa Fluor<sup>®</sup> 700 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-humanmouse-granzyme-b-recombinant-antibody-15595>;  
 anti-mouse Ki-67 APC <https://www.biolegend.com/en-us/products/apc-anti-mouse-ki-67-antibody-8447>;  
 anti-mouse CD44 FITC <https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd44-antibody-314>;  
 anti-mouse CD62L PE <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd62l-antibody-386>;  
 anti-mouse CD279 (PD-1) Brilliant Violet 421TM <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd279-pd-1-antibody-7330>;  
 Alexa Fluor<sup>®</sup> 647 anti-TCF1 (TCF7) antibody <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-tcf1-tcf7-antibody-12714>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                             |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | H22 and RAW264.7 cells were provided from Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). B16-OVA cells were kindly provided by Prof. Bo Huang (Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences, Beijing, China). Hepa1-6 cells were purchased from Boster Biological Technology Ltd (Wuhan, China). |
| Authentication                                                       | Each cell line we used was morphologically confirmed according to the information provided by the cell-source center.                                                                                                                                                                                                                                       |
| Mycoplasma contamination                                             | Cells were tested negative for mycoplasma contamination by using the MycAway-Color one-step mycoplasma detection kit.                                                                                                                                                                                                                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6 mice (Male or female, 6-8 weeks old), BALB/c mice (male, 6-8 weeks old) and C3H/HeN mice (male, 6-8 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). Mice were housed in groups of 6 mice per individually ventilated cage in a 12 h light-dark cycle, with constant room temperature $21 \pm 1^\circ\text{C}$ and relative humidity 40%-70%. All mice had free access to food and water.                                                                                                |
| Wild animals       | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex   | Male mice were used in this study for establishing the subcutaneous H22 cancer models, subcutaneous Hepa1-6 cancer models, orthotopic Hepa1-6 cancer models and B16-OVA cancer models; Female C57BL/6 mice and male C3H/HeN mice were crossed-breeding to obtain B6C3 F1 mice and male B6C3 F1 mice were used for establishing DEN-induced HCC models. All cancer models are established based on our historical experience and literature reports. No sex-based analysis were performed and the sex of the animals was not expected to affect the results. |

Field-collected samples

No filed-collection was performed.

Ethics oversight

All animal experiments were carried out under the guidance of the Institutional Animal Care and Use Committee at Tongji Medical College, Huazhong University of Science and Technology (Wuhan, China).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

1) Cultured cells or BMDMs were trypsinized, washed with PBS for three time, and then were collected for cytometric analysis;  
 (2) Mouse: For the determination of intracellular accumulation in tumour cells and immune cells and the analysis of tumor immune microenvironment, the tissues were cut into small pieces and incubated in RPMI 1640 medium containing 0.8 mg/mL collagenase type I and 5 µg /ml DNase I at 37 °C for 30 min. The homogenates were passed through a 200-mesh cell strainer, treated with red blood cells lysis buffer and then washed with PBS to acquire single cell suspensions.

Instrument

CytoFLEX S.

Software

The software used for collecting and analyzing was Beckman Coulter cytExpert 2.3.0.84.

Cell population abundance

The relative abundance was maintained by diluting all the samples at equal volume and collecting samples at a fixed and consistent time.

Gating strategy

Cells were gated by FSC/SSC gates and then FSC/FSC-width to select single cells. After that the detail gating strategy was showed as follows:  
 Mouse macrophages: CD11b+, F4/80+,  
 Mouse DCs: CD45+, F4/80-, CD11c+,  
 Mouse M1-like Tumor associated macrophages (TAMs): CD11b+, F4/80+, CD80+ (expression CD86, MHC II and H-2Kb bound to SIINFEKL also were examined),  
 Mouse M2-like TAMs: CD11b+, F4/80+, CD206+,  
 Mouse T cells: CD45+, CD3+,  
 Mouse myeloid-derived suppressor cells (MDSCs): CD45+, CD11b+, Gr1+,  
 Mouse regulatory T cells (Tregs): CD45+, CD3+, CD4+, CD25+, FoxP3+,  
 Mouse CD8 T cells: CD45+, CD3+, CD8a+ (Expression of Ki67, CD69, PD-1, IFN-γ and GzmB was examined; And H-2Kb/SIINFEKL tetramer also was staining to affirm the OVA-specific CD8+ T cells),  
 Mouse stem-like CD8 T cells: CD45+, CD3+, CD8a+, TCF-1 (expression of GzmB was examined; And H-2Kb/SIINFEKL tetramer also was staining to affirm the OVA-specific stem-like CD8+ T cells),  
 Mouse PD-L1+ tumor cells: CD45-, PDL1+,  
 Mouse effector memory T cells: CD3+, CD8+, CD44+, CD62L-,

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

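The re-analysis covers the bulk RNA sequencing of orthotopic Hepa1-6 tumors behind Fig. 2a to c, with 3 PBS-treated, 3 anti-PD-1 antibody-nonresponsive and 3 anti-PD-1 antibody-responsive mice. Antibody was given at 5 mg per kg, every 4 days for 5 times. The sample labels name the group and replicate number of each tumor, and each tumor is 1 mouse. The other measurements of the paper, flow cytometry among them, were not analysed here.

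For each tumor the authors deposited a Cufflinks gene table with 1 FPKM value per gene, normalized for transcript length and for mapped fragments. The transcripts were assembled in each tumor with an Ensembl annotation as guide, so that entries take an identifier of their own in each tumor. The paper's text names neither the aligner, the annotation release nor the genome build. The authors' table for the whole series holds Cuffdiff's log2 fold change, p-value and q-value for the 3 comparisons of groups, with replicates pooled by group within Cuffdiff. Cuffdiff works from aligned reads and was not rerun. Values of this table are named as the authors' wherever they are printed.

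Entries of the per-tumor tables were joined by gene symbol. Where an entry named several genes in any tumor, those genes were joined into 1 locus in all tumors and their FPKM summed. This gave 48259 loci, 45663 of them with 1 gene and at most 48 genes. 17 names of repeated small RNAs that occur on several chromosomes joined nothing, and 7 loci with a failed estimate in any tumor were left out. Entries that name no gene were left out. FPKM values were otherwise used as deposited.

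Depth could be compared between tumors only in relative terms. The deposited confidence interval of each FPKM was read as that of a Poisson count, which implies a number of fragments per FPKM. The median ratio of this number to that of PBS tumor 1 was taken over 2584 or more entries per tumor. Between 12533 and 13328 named entries per tumor had an FPKM of at least 1. No 2 tumors were duplicates of each other, since at most 0.00815% of genes had identical values in 2 tumors and correlations of log2 values lay between 0.644 and 0.951.

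Groups were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and without robust estimation), on the 6 tumors of each comparison, with Benjamini-Hochberg adjustment over all loci tested. Loci with an FPKM of at least 1 in at least 3 of the 6 tumors were tested. Matrices and permutation tests were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9. Exact permutation tests were two-sided.

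The steps were tested on simulated data. In 20 data sets of 3 against 3 tumors with 200 genes changed by 2 on the log2 scale, 92.5% of changed genes had a p-value under 0.05 and 57.3% an adjusted p-value under 0.05. Of unchanged genes 5.32% had a p-value under 0.05, and 6.35% of the genes with an adjusted p-value under 0.05 were unchanged ones. Camera and the hypergeometric test called the list with raised genes in all 20 data sets and the list of unchanged genes in 0. The simulated genes varied independently of each other, so this 0 says nothing about false calls of lists whose genes move together.

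The 29 gene lists were innate immune response, phagocytosis, inflammatory response, macrophage activation and chemotaxis, response to bacterium and virus, antigen presentation, T cell activation and costimulation, T cell-mediated immunity, complement, B cell receptor signaling, immunoglobulin genes, lipid and cholesterol metabolism, xenobiotic metabolism, blood coagulation, hepatocyte, Kupffer cell, liver sinusoidal endothelial cell, hepatic stellate cell, general macrophage, M1-like macrophage, M2-like macrophage, dendritic cell, T cell, B cell, plasma cell, neutrophil, fibroblast, proliferation, and fetal liver and tumor. They were written before the data were examined, and lists with at least 5 loci tested were analysed. Lists overlap: 15 of 17 T cell genes, 11 of 12 B cell genes and 10 of 15 general macrophage genes are also in another list. Lists of pancreatic acinar and skeletal muscle genes were added after the values were seen.

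Genes were named by a rule set before the data were examined. They are the 5 genes with the largest increase and the 5 with the largest decrease among those past an adjusted p-value of 0.05 (past an unadjusted p-value of 0.05 where fewer than 5 pass) whose groups do not overlap, the 3 genes with the highest mean FPKM of each list discussed (fewer are given for some lists), and the genes the paper measures by flow cytometry or RT-qPCR. Any other gene named was chosen after its values were seen.

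Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low FPKM, a filter at an FPKM of 5, upper-quartile scaling, all 9 tumors in 1 fit, the replicate number as a block, an ordinary Student test per gene, the mean of the hepatocyte list as a covariate in that fit of 9 tumors, rescaling after leaving out the liver lists (hepatocyte, lipid, xenobiotic, coagulation), and leaving out each tumor in turn. For the lists they were also fry, a one-sided hypergeometric test, mouse Reactome sets from the fgsea package 1.28.0 for 11 lists, and lists without liver genes. The paper names a one-sided hypergeometric test for its differentially expressed genes. Here it was run on the higher genes only, so its input is not that of the paper. A further 2 were added after the data were examined, namely only genes with an entry of their own in every tumor, and only genes above 0 in every tumor compared. Alternatives planned for read counts were not run, since the files hold FPKM.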

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

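Of the tests below, only the one on sequencing depth was chosen before its result was seen.

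Genes of hepatocytes, which the paper does not discuss, were higher in responsive than in nonresponsive tumors. The median log2 fold change of the list was 1.35 (camera, adjusted p = 2.16e-20), with 28 of 29 genes higher. Of these genes 17 had an unadjusted p-value under 0.05 in limma's test, 7 passed when adjusted over the list alone and 0 over all genes. Lists of xenobiotic metabolism (1.25, adjusted p = 2.00e-28), lipid and cholesterol metabolism (1.17, adjusted p = 4.87e-22) and blood coagulation (1.12, adjusted p = 8.65e-17) went the same way in camera, and 14 of the 30 hepatocyte genes are also in another list. The mean of the hepatocyte list was 6.37, 5.24 and 5.56 in responsive tumors 1 to 3, 5.23, 4.35 and 3.68 in nonresponsive and 1.50, 3.87 and 4.10 in PBS tumors, so that responsive tumor 2 and nonresponsive tumor 1 were nearly level. The most highly expressed genes were Cyp2e1, with an FPKM of 1182 ± 438 (SD, n = 3) in responsive and 412 ± 256 (SD, n = 3) in nonresponsive tumors, Serpinc1 (568 ± 174 and 197 ± 90.7) and Arg1, which macrophages can also express (245 ± 141 and 417 ± 257). The authors' deposited table has 27 of 30 loci of the list higher at p under 0.05. The tables argue against a difference in depth, since the median relative depth of responsive tumors was 1.10 times that of nonresponsive ones. Adjacent liver tissue in the smallest tumors, after the removal of surrounding tissue that the methods describe, and a higher expression of liver genes by the tumor cells cannot be told apart. Liver tissue would also bring Kupffer cells and sinusoidal endothelial cells, and the medians of their lists were 0.22 (camera, adjusted p = 0.265) and 0.16 (camera, adjusted p = 0.265), well under the hepatocyte median. However, 6 of 12 and 7 of 12 of these genes lie above an FPKM of 1 in all PBS tumors, where a small share would not show, and Clec4g, chosen after its values were seen, had a log2 fold change of 0.96 (limma, adjusted p = 0.936). Without nonresponsive tumor 3 the Kupffer cell median was −0.050. Without nonresponsive tumor 1 it was 0.48. The hepatic stellate cell list had a median of 0.37 (camera, adjusted p = 0.0151), and was not called without responsive tumor 1 (0.17) or nonresponsive tumor 3 (0.16). Without responsive tumor 1 the lipid and cholesterol metabolism median was 0.77. The response to the antibody itself stays open as an untested biological explanation.

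Genes of B cells, which the paper does not discuss, were also higher in responsive tumors, with a median log2 fold change of 1.45 (camera, adjusted p = 1.16e-12) and all 12 genes higher. Of these 9 had an unadjusted p-value under 0.05 in limma's test, 8 passed when adjusted over the list alone and 0 over all genes. The mean of the list was 4.02, 3.02 and 4.47 in responsive, 2.53, 2.45 and 2.17 in nonresponsive and 1.01, 3.13 and 2.54 in PBS tumors, so PBS tumor 2 lay above responsive tumor 2. Cd79b had an FPKM of 54.6 ± 32.1 (SD, n = 3) in responsive and 14.8 ± 6.31 (SD, n = 3) in nonresponsive tumors. Cd79a had 47.0, 24.4 and 67.4 in responsive tumors and 0, 7.91 and 6.73 in nonresponsive tumors 1 to 3, where the 0 can be a missing estimate. Cr2, which shares its locus with Cd46 and Cr1l, had 37.3 ± 6.03 and 30.5 ± 3.02. The joined value does not show Cr2 alone. In the authors' deposited table Cr2 had a log2 fold change of 2.70 (Cuffdiff, p = 5e-05) and Cr1l of −0.10 (Cuffdiff, p = 0.757). In the authors' deposited table all 12 loci of the list are higher at p under 0.05. More liver RNA in the total would lower the values of other genes alike, so it could not give a rise whatever the values were. The median of all loci was −0.067. That of the B cell list, 1.45 without overlap of the list means between the groups, is the pattern itself and no separate test. With the hepatocyte covariate the list was still called (0.47, camera, adjusted p = 0.00432, with adjusted p-values from 1.21e-18 to 0.481 over its alternatives). Lymph node tissue in the samples and more B cells in the tumors cannot be told apart. A lymph node would bring T cells as well, and the T cell list rose by less (median 0.43), but it started from a higher level, which can hide a small share. The plasma cell list had a median of 0.33 (camera, adjusted p = 0.0346), but the call was lost in 11 of its 20 alternatives and the direction changed in 1 (covariate, −0.055). Leaving out 1 tumor, its median went from 0.25 (without responsive tumor 3) to 0.73 (without responsive tumor 2). The response to the antibody stays open, untested.

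Nonresponsive tumor 2 held RNA of pancreatic acinar genes, a signal above the level of the PBS tumors in genes the paper does not discuss. The list of these genes was written after some were noticed. The summed FPKM of 15 genes was 1814 in this tumor and between 11.4 and 19.2 in the other 8, nearly all of it Cela1. All 15 genes were highest in nonresponsive tumor 2, with Ctrb1 the highest at an FPKM of 415. A candidate explanation is pancreas tissue collected with this tumor, for which these values are what it needs. No biological explanation was tested.

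Nonresponsive tumor 3 held RNA of skeletal muscle genes, also above the PBS tumors and outside the genes the paper discusses, with a list written in the same way. The summed FPKM of 14 loci was 429 in this tumor, 122 in PBS tumor 1 and between 7.40 and 62.6 in the other 7. The highest value of 13 loci was in nonresponsive tumor 3, the exception being Eno3. Muscle tissue collected with this tumor is a candidate explanation that has the values it needs. Mylpf, among the largest decreases in responsive tumors, is one of these genes. No biological explanation was tested.

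The paper compares cells of responsive and PBS-treated mice by flow cytometry but reports no comparison of their RNA sequencing. Of 12715 loci, 2434 had an unadjusted p-value under 0.05 in limma's test (1159 higher, 1275 lower, where chance gives 636), 19 an adjusted one, all 19 listed at 0 in every tumor of a group. The groups did not overlap at 28.8% of loci, where chance gives 10%. Of the 10 splits of the 6 tumors, 2 gave as many loci, and the other of these parts responsive tumors 1 and 3 and PBS tumor 2 from the rest (2822 loci). With 10 splits a split that arose by chance cannot be told apart from an effect, since the share cannot go under 0.1. PBS tumor 1 had the lowest hepatocyte and general macrophage means of all 9, and without it 1211 loci were left, against 1041 without responsive tumor 1 and 3998 without responsive tumor 2. Treatment, response and selection by tumor size differ together between these groups, and no biological explanation was tested.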

How the results depend on the processing

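The number of loci with an unadjusted p-value under 0.05 between responsive and nonresponsive tumors was 754. It was 742 with a pseudocount of 0.1, 1072 without a filter on low FPKM, 574 with a filter at an FPKM of 5, 695 with upper-quartile scaling, 767 with all 9 tumors in 1 fit, 707 with an ordinary Student test and 771 after rescaling without the liver genes. Of the 754 loci, 728 were also called with a pseudocount of 0.1, 656 with upper-quartile scaling, 426 with the Student test and 463 after rescaling. With the mean of the hepatocyte genes as a covariate in the fit of all 9 tumors it was 1429, and 310 of these were among the 754. The share of called loci that were higher in responsive tumors was 73.6%, 77.6% with upper-quartile scaling, 34.2% after rescaling, 57.2% with all 9 tumors in 1 fit, 26.6% with the covariate in that fit and 54.3% with the Student test. Without responsive tumor 1 it was 55.9%, and without nonresponsive tumor 3 it was 44.6%, so that more loci were lower than higher. For responsive against PBS tumors this share was 47.6% and, after rescaling, 29.7%. For nonresponsive against PBS it was 48.7% and 64.4%. Rescaling moved the median log2 fold change of all loci between responsive and nonresponsive tumors from −0.067 to −0.22, so that a list or gene at −0.22 under this setting is level with the others. It is 1 factor per tumor, which moves all loci alike and scaled the responsive tumors down. The liver genes leave the data in that setting, so the loss of their calls is part of its construction; the cause of the other changes was not tested.

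The 8 loci with an adjusted p-value under 0.05 became 0 without a filter (where 1072 had an unadjusted p-value under 0.05), 1 with a filter at an FPKM of 5, 3 with the Student test and 5 with the hepatocyte covariate. With only genes above 0 in every tumor compared, a setting chosen after seeing the data, the number was 0, with 760 at an unadjusted p-value under 0.05. This setting removes all 8 by construction, since each was listed at 0 in every tumor of a group. With only genes that have an entry of their own in every tumor, also chosen after seeing the data, 11 passed.

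Leaving out 1 tumor at a time, the number of loci at an unadjusted p-value under 0.05 went from 305 without nonresponsive tumor 2 to 1428 without nonresponsive tumor 1 for responsive against nonresponsive tumors, from 1041 without responsive tumor 1 to 3998 without responsive tumor 2 for responsive against PBS tumors (all tumors, 2434), and from 174 without PBS tumor 1 to 1960 without nonresponsive tumor 3 for nonresponsive against PBS tumors (all tumors, 409). The number at an adjusted p-value under 0.05 between responsive and nonresponsive tumors was 14 without nonresponsive tumor 1, 5 without nonresponsive tumor 2 or 3 and 0 without any 1 of the responsive tumors (where 347, 866 and 330 had an unadjusted p-value under 0.05). This 0 says nothing about the 7 higher loci. They are listed at 0 in the nonresponsive tumors, so without a responsive tumor at most 2 values are left and the filter removes them before testing. Fewer tumors give less power, but the numbers at an unadjusted p-value rose on leaving out some tumors. For the comparisons with PBS, the covariate gave 660 (responsive) and 254 (nonresponsive), and for nonresponsive against PBS tumors the number was 789 without a filter, where more loci were tested, and 243 with a filter at an FPKM of 5, where fewer were.

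Replicate numbers do not pair the tumors. Deviations from the group means of tumors with the same number correlated at 0.66, 0.043 and −0.026 between responsive and nonresponsive tumors 1, 2 and 3. With the replicate number as a block, 970 loci had an unadjusted and 0 an adjusted p-value under 0.05 in this comparison, 989 an unadjusted one for responsive against PBS tumors and 215 for nonresponsive against PBS tumors.

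Of the 29 lists, camera called 18 between responsive and nonresponsive tumors, fry 0, the one-sided hypergeometric test 7 and camera on Student statistics 11. The medians of lists do not change with the test. The innate immune response (−0.34), phagocytosis (−0.34), response to bacterium and virus (−0.34) and T cell activation (0.19) lists were not called by fry (adjusted p = 0.519, 0.783, 0.519 and 0.519). The hypergeometric test, which looks only for higher genes, cannot call the first 3 and did not call T cell activation (adjusted p = 0.0518), and on Student statistics camera did not call phagocytosis (adjusted p = 0.118) or the response to bacterium and virus (adjusted p = 0.0591).

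With the hepatocyte covariate, the inflammatory response (−0.94), macrophage activation and chemotaxis (−0.80) and antigen presentation (−0.22) lists were called lower and T cell activation changed direction (−0.16). The directions of other lists changed too: complement (−0.42), immunoglobulin genes (−1.83), xenobiotic metabolism (−0.039), blood coagulation (−0.35), Kupffer cell (−0.97), liver sinusoidal endothelial cell (−0.35), hepatic stellate cell (−0.070), dendritic cell (−0.10), plasma cell (−0.055) and proliferation (0.40). So did those of the genes Cxcl1 and Cxcl2 (−2.02), Ccl6 and Ccl9 (−0.48), Mif (0.046), Slpi (−2.21), Tnfrsf4 (−0.14), Ccl5 (−0.28), Cyp2e1 (−0.060), Serpinc1 (−1.18), Cd80 (−1.44), Tnf (−1.39), Tcf7 (1.15), Afp (1.26), Cd3e (−0.31) and Mki67 (0.59). The covariate is higher in responsive tumors, so it takes up part of the difference between the groups by construction. After rescaling without the liver genes, T cell-mediated immunity was at −0.046, under 0 but above the median of all loci, and the genes Cxcl1 and Cxcl2 (−0.12), Ccl6 and Ccl9 (−0.15), Tnfrsf4 (−0.069), Gzmb (−0.10) and Cd3e (−0.0097) changed sign, all above that median. With Reactome sets, T cell activation (−0.041, the CD28 costimulation set), T cell-mediated immunity (−0.073, the T cell receptor signaling set) and B cell receptor signaling (−0.10) changed direction; these sets share 13, 0 and 9 loci with the written lists. Without liver genes in the lists, macrophage activation and chemotaxis was called lower (−0.26). The cause was not tested.

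Across the 6 fits that each left out 1 tumor, the medians went from −0.64 (without nonresponsive tumor 3) to −0.21 (without responsive tumor 2) for innate immune response, from −0.67 (without nonresponsive tumor 3) to −0.056 (without nonresponsive tumor 1) for phagocytosis, from −0.53 (without nonresponsive tumor 3) to 0.22 (without responsive tumor 2) for inflammatory response, from −0.58 (without nonresponsive tumor 3) to −0.048 (without nonresponsive tumor 1) for macrophage activation and chemotaxis, from −0.49 (without responsive tumor 3) to −0.13 (without nonresponsive tumor 1) for the response to bacterium and virus, from −0.087 (without responsive tumor 3) to 0.050 (without responsive tumor 1) for antigen presentation, from 0.11 (without nonresponsive tumor 3) to 0.28 (without nonresponsive tumor 2) for T cell activation and from −0.087 (without responsive tumor 3) to 0.30 (without responsive tumor 1) for T cell-mediated immunity. The innate, phagocytosis, macrophage and bacterium lists stayed under 0 in all 6 of these fits and T cell activation above 0. Among other lists the direction changed for immunoglobulin genes from −0.23 (without responsive tumor 3) to 1.44 (without responsive tumor 2), Kupffer cell from −0.050 (without nonresponsive tumor 3) to 0.48 (without nonresponsive tumor 1), neutrophil from −0.94 (without nonresponsive tumor 3) to 0.11 (without nonresponsive tumor 1) and proliferation from −0.996 (without nonresponsive tumor 1) to 0.12 (without nonresponsive tumor 3). Named genes that changed direction in any of these fits went over the following ranges: Lyz2 from −0.73 to 0.31, Tyrobp from −0.71 to 0.0042, Cxcl1 and Cxcl2 from −0.69 to 0.96, Ccl6 and Ccl9 from −0.42 to 0.45, Il1b from −1.20 to 0.50, Cd74 from −0.27 to 0.050, Mif from −0.23 to 0.047, H2-K1 from −0.053 to 0.44, Ptprc from −0.52 to 0.20, Lag3 from −0.028 to 0.37, Ctss from −0.53 to 0.092, Cd80 from −0.12 to 0.71, Cd86 from −0.54 to 0.010, Tnf from −0.45 to 0.99, Ifng from −0.54 to 0.15, Gzmb from −0.40 to 0.83, Tcf7 from −1.27 to 0.69, H2-Aa from −0.26 to 0.032, H2-Ab1 from −0.17 to 0.10, Afp from −1.62 to 1.10 and Mki67 from −0.66 to 0.38.

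Of the 8 lists for the paper's terms, 4 kept their direction under every setting run and 0 kept both direction and call. Of the 21 other lists, 9 kept their direction, and 1 also its call, the fetal liver and tumor list, which was not called under any. Their 52 lost calls and 19 gained calls are not listed one by one. The one-sided hypergeometric test cannot call a list that is lower, which gives 2 of these lost calls and 3 among the lists for the paper's terms. With that test left out, 0 and 1 lists kept both. Of 57 named loci, 30 kept their direction and 24 direction and side of an adjusted p-value of 0.05, while 5 lost that side under some setting and 1 gained it. The liver lists have no value after rescaling without liver genes, since their genes were left out, and 11 of the 29 lists have a Reactome set. With 3 tumors per group, an exact permutation test of a single gene cannot pass 0.05, and the unknown depth limits what can be said about genes listed at 0.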

Differences from the paper's values

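The paper shows about 860 genes higher in responsive than in nonresponsive tumors in Fig. 2a, read by eye, where limma gave 555 loci at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, no filter on low FPKM (728), the replicate block (744), leaving out responsive tumor 2 (674) and leaving out nonresponsive tumor 1 (936) came within 1.5 times of the paper's number, and the other 11 did not, with numbers from 194 to 541.

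For genes lower in responsive tumors the paper shows about 310 in Fig. 2a, read by eye, against 199 loci with limma. Within 1.5 times of the paper's number came no filter (344), all 9 tumors in 1 fit (328), the replicate block, where 744 of 970 were higher, the ordinary Student test (323) and leaving out nonresponsive tumor 3 (341). The other 10 alternatives set before the data were examined did not, and ranged from 97 to 1049. The authors' deposited table gives 955 higher and 388 lower at p under 0.05. Of all 16120 entries it tested for this comparison, called or not, 550 name no gene.

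In its text and Fig. 2b the paper states that some genes of phagocytosis, innate immune response and defense response to bacterium are higher in responsive tumors, from an enrichment among the differing genes, which a list median does not test. The written lists for these terms had medians of −0.34, −0.34 and −0.34, and camera called each of them lower. The paper states that genes are higher also for inflammatory response, for macrophage activation and chemotaxis, and for antigen presentation (Fig. 2c), for which the medians were −0.24, −0.26 and −0.075 and camera called none. T cell-mediated immunity, which the paper also gives as higher (Fig. 2c), had a median of 0.087 and was not called. No setting run called any of these 7 lists higher, except that leaving out responsive tumor 1 called T cell-mediated immunity higher (0.30, camera, adjusted p = 8.29e-05, with adjusted p-values from 8.29e-05 to 1.00 over its alternatives). In the authors' deposited table, 3 of 38 phagocytosis loci are higher and 5 lower at p under 0.05, 0 and 5 of 47 for innate immune response, 1 and 8 of 50 for the response to bacterium and virus, 2 and 10 of 53 for inflammatory response, 2 and 7 of 38 for macrophage activation and chemotaxis, 4 and 0 of 39 for antigen presentation, and 3 and 0 of 36 for T cell-mediated immunity. The written lists are not the GO terms the paper tested.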

Other observations

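All tests below were chosen after the results they bear on were seen.

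Other splits of the 6 responsive and nonresponsive tumors gave results as large as the real one. 3 of the 10 splits gave at least 754 loci with an unadjusted p-value under 0.05, 4 gave at least 8 with an adjusted p-value under 0.05, and 4 gave at least 18 lists called by camera. The split of responsive tumors 1 and 3 and nonresponsive tumor 1 from the rest gave the most loci, 3817. For nonresponsive against PBS tumors, where 409 loci had an unadjusted p-value under 0.05 (199 higher, 210 lower) and chance gives 633, 3 of the 10 splits gave as many, and the split of nonresponsive tumors 1 and 2 and PBS tumor 2 from the rest gave 3189. Leaving out 1 tumor, this number went from 174 without PBS tumor 1 to 1960 without nonresponsive tumor 3, and that of responsive against nonresponsive tumors from 305 without nonresponsive tumor 2 to 1428 without nonresponsive tumor 1. With 10 splits the share cannot go under 0.1, so these counts cannot decide between an effect of the groups and chance.

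The 8 loci with an adjusted p-value under 0.05 between responsive and nonresponsive tumors were Gm10401, Tmed1, Gm43579, Rps6kb2, Pdzk1, Cfap410 and Zrsr1, higher, and Setd6, lower. The last 3 are named here since the number is small. In responsive tumors 1 to 3 Cfap410 had an FPKM of 9.34, 10.5 and 5.88 and Zrsr1 of 3.90, 4.40 and 3.96, with both listed at 0 in the 3 nonresponsive tumors, and Setd6 had 5.21, 6.13 and 8.88 in nonresponsive tumors and was listed at 0 in the 3 responsive ones. A candidate explanation for the values of 0 is a missing estimate in the tumors concerned. In the authors' deposited table, made with 1 set of transcripts for all tumors, 0 of the 8 had p under 0.05 in the same direction. The p-values of the authors' deposited table for them lay between 0.157 and 0.798, and its log2 fold change of Cfap410 was −0.11, opposite to that of limma. A biological difference in these genes is not excluded, but the values that missing estimates need are there.

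Macrophage and innate immune lists were not higher in responsive than in nonresponsive tumors. More liver RNA in responsive tumors could dilute other genes, with 3.97% to 6.89% of FPKM in the liver lists there against 1.73% to 4.45% in nonresponsive tumors. Dilution would lower all other genes alike, while the median of all loci was −0.067 and went from −0.11 to 0.0077 when 1 tumor was left out. The innate immune response list (−0.34) lay under the median of all loci with all tumors and with each tumor left out, closest without responsive tumor 2, with a difference of −0.10. The general macrophage list (−0.34) did not, with a difference of 0.0050 without responsive tumor 2. The mean of the innate immune response list minus that of all loci, on the log2(FPKM + 1) scale, was 1.67, 1.04 and 1.65 in responsive and 2.30, 1.88 and 1.34 in nonresponsive tumors 1 to 3, and that of the general macrophage list 4.16, 2.80 and 3.44 and 4.42, 4.07 and 3.15. The groups overlap in both, so for neither list does the difference from all loci go beyond the spread between tumors, and dilution and lower expression cannot be told apart. Against PBS tumors the general macrophage list was higher in both antibody groups, with a median of 0.87 in nonresponsive (camera, adjusted p = 6.85e-09) and 0.56 in responsive tumors (camera, adjusted p = 0.00309), and fry called neither. Part of what both comparisons share comes from the same PBS tumors. The log2 fold changes of responsive and nonresponsive against PBS tumors correlated at 0.793 across 12451 loci, where 100 simulations of unchanged groups against the same tumors gave a median of 0.510 and 20 of them a correlation as high. 104 loci were called in both, with a median of 20.5 in the simulations and as many in 19 of the 100, so neither number goes beyond what the shared PBS tumors can give.

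Immunoglobulin genes may lie behind the phagocytosis terms of Fig. 2b. Of the authors' deposited values, 60 of 201 immunoglobulin loci are higher and 9 lower at p under 0.05, against 3 and 5 of the phagocytosis list. Without the GO annotation the paper used, which genes its terms held cannot be told.

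Nonresponsive tumor 1 and responsive tumor 1 deviated from their groups in the same direction (correlation across 12716 loci, 0.66). A batch shared by tumors with this number is argued against, since the deviations of PBS tumor 1 correlated at −0.46 and −0.51 with those of responsive and nonresponsive tumor 1. A smaller share of tumor cells in both samples is a candidate explanation. Of the proliferation list and the fetal liver and tumor list, 2 had their lowest means among the 9 tumors in these samples. For proliferation these were 3.09 and 3.45, against 4.37 to 5.59 elsewhere. For the fetal list they were 1.83 and 1.87, against 2.26 to 3.15. Slower division of the tumor cells would lower the proliferation genes as well and was not tested.

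Genes that the paper measures as proteins or in cultured macrophages had the following FPKM (mean ± SD, n = 3). Cd86, joined with Gm49662, was at 10.9 ± 4.52 in PBS, 16.7 ± 4.39 in nonresponsive and 13.5 ± 5.17 in responsive tumors. Mrc1 was at 15.8 ± 4.26 in PBS, 29.7 ± 15.5 in nonresponsive and 17.9 ± 6.39 in responsive tumors. Pdcd1 was at 4.43 ± 3.76 in PBS, 4.56 ± 0.694 in nonresponsive and 7.60 ± 0.510 in responsive tumors, with a log2 fold change of 0.64 (standard error 0.191, exact permutation test, two-sided, p = 0.100, limma p = 0.0149, adjusted p = 0.835) in responsive over nonresponsive tumors and no overlap of these 2 groups. Cd8a, joined with Gm44174, was at 12.1 ± 10.7 in PBS, 6.04 ± 1.16 in nonresponsive and 14.8 ± 10.8 in responsive tumors, and Cd3e at 16.1 ± 7.66 in PBS, 17.2 ± 1.71 in nonresponsive and 19.2 ± 2.12 in responsive tumors. Cd80, listed at 0 in PBS tumor 1, had 0, 9.97 and 10.9 in PBS, 15.4, 8.22 and 4.58 in nonresponsive and 19.3, 5.33 and 10.9 in responsive tumors. The log2 fold changes of responsive over nonresponsive tumors were −0.33 for Cd86, −0.65 for Mrc1, 0.76 for Cd8a, 0.15 for Cd3e, 0.28 for Cd80, −0.54 for the locus of Clec10a and Mgl2, 0.26 for Tnf, −0.94 for Nos2, −0.93 for Cxcl9, −0.42 for the locus of Cxcl10 and Scarb2, −0.30 for the locus of Ifng and Gm49751, 0.066 for Gzmb, −0.40 for the locus of Cd274 and Ric1, −1.21 for the locus of Itgam, Gm45700 and Gm49368, −0.68 for Adgre1, −0.22 for Afp and −0.055 for Mki67. Leaving out 1 tumor moved the fold changes of each of these 17 genes or joined loci by more than 1.5 times. For those that kept their sign the ranges were −0.90 to −0.27 for Mrc1, 0.26 to 1.65 for Cd8a, 0.072 to 0.22 for Cd3e, −0.82 to −0.35 for Clec10a, −1.42 to −0.10 for Nos2, −1.38 to −0.55 for Cxcl9, −0.67 to −0.028 for Cxcl10, −0.59 to −0.019 for Cd274, −1.71 to −0.72 for Itgam and −1.13 to −0.27 for Adgre1, and for those that did not −0.54 to 0.010 for Cd86, −0.12 to 0.71 for Cd80, −0.45 to 0.99 for Tnf, −0.54 to 0.15 for Ifng, −0.40 to 0.83 for Gzmb, −1.62 to 1.10 for Afp and −0.66 to 0.38 for Mki67. Apart from Pdcd1, the unadjusted p-values of these genes in limma's test lay between 0.0948 and 0.931. These values are of whole tumors and not of the sorted cells the paper counts.

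Tcf7, the gene of TCF-1, did not follow the T cell genes. Over the 9 tumors its log2 value correlated with the mean of the T cell list at a Pearson's r of −0.38 (exact permutation test, two-sided, p = 0.312, adjusted over the 3 lists tested 0.312, Spearman's rho −0.62, p = 0.0857). With the proliferation list r was 0.97 (exact permutation p = 7.16e-05, adjusted 2.15e-04, Spearman's rho 0.90, p = 0.00203) and 0.88 without nonresponsive tumor 1 and responsive tumor 1, the 2 tumors farthest from the median. With the fetal liver and tumor list r was 0.93 (exact permutation p = 0.00179, adjusted 0.00269, Spearman's rho 0.68, p = 0.0503, adjusted 0.0755). Without the same 2 tumors this r was 0.71. This may mean that most Tcf7 RNA in these tumors comes from dividing tumor cells, a hypothesis found and tested on the same tumors. Tcf7 was at 125 ± 39.8 in PBS, 71.4 ± 59.9 in nonresponsive and 55.9 ± 48.9 in responsive tumors.

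Other lists compared between responsive and nonresponsive tumors were fibroblast, with a median log2 fold change of −0.57 (camera, adjusted p = 0.00390), neutrophil (−0.26, adjusted p = 0.188 in camera), proliferation (−0.28, adjusted p = 0.161 in camera) and fetal liver and tumor (−0.36, adjusted p = 0.243 in camera). The fibroblast list was not called without responsive tumor 2 (−0.42) or nonresponsive tumor 1 (−0.40). Leaving out 1 tumor, the neutrophil median went from −0.94 (without nonresponsive tumor 3) to 0.11 (without nonresponsive tumor 1), the proliferation median from −0.996 (without nonresponsive tumor 1) to 0.12 (without nonresponsive tumor 3) and the fetal liver and tumor median from −0.94 (without nonresponsive tumor 1) to −0.24 (without responsive tumor 1). The authors' deposited table gives 1753 entries higher and 1041 lower at p under 0.05 for responsive against PBS tumors, and 1232 and 471 for nonresponsive against PBS tumors.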
